# The histone variant H2A.W and linker histone H1 co-regulate heterochromatin accessibility and DNA methylation

**DOI:** 10.1038/s41467-021-22993-5

**Published:** 2021-05-11

**Authors:** Pierre Bourguet, Colette L. Picard, Ramesh Yelagandula, Thierry Pélissier, Zdravko J. Lorković, Suhua Feng, Marie-Noëlle Pouch-Pélissier, Anna Schmücker, Steven E. Jacobsen, Frédéric Berger, Olivier Mathieu

**Keywords:** DNA methylation, Epigenomics, Chromatin structure, Histone variants, Plant genetics

## Abstract

In flowering plants, heterochromatin is demarcated by the histone variant H2A.W, elevated levels of the linker histone H1, and specific epigenetic modifications, such as high levels of DNA methylation at both CG and non-CG sites. How H2A.W regulates heterochromatin organization and interacts with other heterochromatic features is unclear. Here, we create a *h2a.w* null mutant via CRISPR-Cas9, *h2a.w-2*, to analyze the in vivo function of H2A.W. We find that H2A.W antagonizes deposition of H1 at heterochromatin and that non-CG methylation and accessibility are moderately decreased in *h2a.w-2* heterochromatin. Compared to H1 loss alone, combined loss of H1 and H2A.W greatly increases accessibility and facilitates non-CG DNA methylation in heterochromatin, suggesting co-regulation of heterochromatic features by H2A.W and H1. Our results suggest that H2A.W helps maintain optimal heterochromatin accessibility and DNA methylation by promoting chromatin compaction together with H1, while also inhibiting excessive H1 incorporation.

## Abstract (web summary)

T-DNA mutants have been widely used for Arabidopsis gene function characterization. Here, by characterizing a null mutant created by CRISPR, the authors show that previous reported function of H2A.W is confounded by a T-DNA insertion induced chromosomal rearrangement and reveal its role in regulating heterochromatin accessibility.

## Introduction

Eukaryotic genomes are packaged in chromatin. The basic unit of chromatin is the nucleosome, which contains a protein octamer comprising two of each of the core histones H2A, H2B, H3, and H4, wrapped by ~147 bp of DNA. Chromatin is organized into two distinct domains termed constitutive heterochromatin, which is enriched in transposable elements (TEs) and other types of repetitive DNA, and euchromatin, which comprises mostly protein-coding genes. Euchromatin is more accessible and associated with transcriptional activity, whereas heterochromatic domains prevent transcription and are often compacted into higher order structures such as chromocenters in *Arabidopsis thaliana* and mouse nuclei. Yet, heterochromatin has to retain a certain degree of accessibility to allow important DNA-related biological processes to occur, including maintenance of DNA methylation, DNA replication, DNA damage repair, and transcription for small RNA production.

In most eukaryotes, euchromatic and heterochromatic regions can be distinguished by their DNA methylation level, the presence of distinct post-translational modifications of histones, and their association with specific histone variants. In plants, DNA methylation occurs in three sequence contexts (CG, CHG, and CHH, where H is any base but G). DNA methylation in euchromatic regions tends to be low, except at CG sites over gene bodies of protein-coding genes. Heterochromatic sequences, however, are characterized by dense methylation at all three sequence contexts (CG and non-CG methylation). In *Arabidopsis*, heterochromatin is additionally decorated with histone H3 lysine 9 mono and dimethylation (H3K9me1 and H3K9me2), catalyzed by the SU(VAR)3–9 HOMOLOG-class of histone methyltransferases SUVH4/KYP, SUVH5, and SUVH6^1^. The mechanisms that establish and maintain heterochromatin-specific non-CG methylation and H3K9 methylation are tightly and reciprocally interconnected^2–4^. The DNA methyltransferases CMT2 and CMT3 are recruited by H3K9me1 and H3K9me2^2^, while the H3K9 methyltransferases SUVH4/5/6 are recruited to chromatin by DNA methylation^5–7^, creating a positive feedback loop that reinforces silencing. DNA methylation in plants is also established and maintained via the RNA-directed DNA methylation (RdDM) pathway, which preferentially targets short euchromatic TEs and the edges of long heterochromatic TEs^2,3,8^. Recruitment of RNA polymerase IV during the early steps of RdDM involves SHH1, which binds methylated H3K9, thereby also linking RdDM targeting to H3K9 methylation^9,10^. *Arabidopsis* heterochromatin is also marked by H3K27me1, which depends on the redundant histone methyltransferases ARABIDOPSIS TRITHORAX-RELATED 5 and 6 (ATXR5, ATXR6)^11^. Although heterochromatin structure is visibly altered in *atxr5 atxr6* mutants, DNA methylation and H3K9me2 appear largely unaffected, suggesting that H3K27me1 is maintained independently of these marks.

The linker histone H1, which binds nucleosomes and the intervening linker DNA, is also preferentially associated with heterochromatin in *Arabidopsis*^12–16^. In *Arabidopsis*, H1 associates with chromatin independently of DNA methylation, but loss of H1 leads to chromocenter decondensation, and has varying effects on DNA methylation: pericentromeric heterochromatic TEs gain DNA methylation in *h1*, while TEs on the chromosome arms lose methylation^3,14,17,18^. H1 is thought to hinder heterochromatic DNA methylation by restricting the access of DNA methyltransferases to these regions^3,19^. The joint action of H1 and CG methylation by the DNA methyltransferase MET1 silences a subset of TEs and prevents the production of aberrant gene transcripts, suggesting DNA methylation and H1 help define functional transcriptional units^14^. The histone variant H3.3 also plays a role in restricting H1 from associating with active genes in *Arabidopsis*^16^, Drosophila^20^, and mouse^21^. However, the mechanisms that control H1 deposition and shape its relative enrichment in heterochromatin remain unknown.

In *Arabidopsis*, the histone variant H2A.W is strictly and specifically localized to constitutive heterochromatin^22,23^. H2A variants comprise the most diverse histone family and directly impact biochemical properties of the nucleosome^24,25^. In *Arabidopsis*, nucleosomes typically contain a single type of H2A variant—either replicative H2A, H2A.X, H2A.Z, or H2A.W^26^. In land plants, the majority of H2A.Z nucleosomes associate with repressive H3K27me3 modifications while a small fraction associates with active H3K36me3 marks found at the transcription start site in transcribed genes^22,27^. Most of the body of expressed genes is occupied by replicative H2A and H2A.X nucleosomes^22^. The exclusive localization of H2A.W at constitutive heterochromatin is unique among Arabidopsis H2A variants^22,28^. While specialized histone chaperones mediate the incorporation of specific H2A variants, no chaperone dedicated to H2A.W has been identified so far^25,29^. *Arabidopsis* has three H2A.W isoforms, H2A.W.6, H2A.W.7, and H2A.W.12, encoded by *HTA6*, *HTA7*, and *HTA12* respectively. 

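In the TAIR10.1 assembly, HTA6 (AT5G59870) lies on the minus strand of chromosome 5 from 24115354 to 24116220. HTA7 (AT5G27670) lies on the minus strand of chromosome 5 from 9792509 to 9793560, and HTA12 (AT5G02560) on the plus strand of chromosome 5 from 575225 to 577216. Each of these genes has 2 exons in the RefSeq annotation of that assembly. The coding sequences of HTA6 and HTA7 are 453 bases long and encode 150 amino acids each, and the coding sequence of HTA12 is 534 bases long and encodes 177 amino acids. A gene on the opposite strand, AT5G02570, lies within the HTA12 locus from 576655 to 577176.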

To characterize the role of H2A.W in *Arabidopsis* heterochromatin, a previous study generated a triple-knockout *hta6 hta7 hta12* line, referred here to as *h2a.w-1*^22^. The *h2a.w-1* mutants showed severely affected plant growth and were not fertile^22^. In addition, CMT3 expression and CHG methylation levels were significantly increased in *h2a.w-1*^22^.

Here, we identify a large genomic rearrangement in the *hta6* transfer-DNA (T-DNA) insertion mutant allele used to generate the *h2a.w-1* triple knockout line. Using CRISPR-Cas9, we obtain a null *h2a.w* triple mutant without this rearrangement, referred to here as *h2a.w-2*. Analyzing *h2a.w-2* mutants reveals that the *hta6* chromosomal rearrangement is responsible for the severe developmental effects and CHG hypermethylation reported in *h2a.w-1*^22^. Using the mutant *h2a.w-2*, we now show that loss of H2A.W results in no visible developmental or morphological phenotypes and has only minor effects on gene and TE expression. In *h2a.w-2*, heterochromatin exhibits a mild decrease in accessibility accompanied by increased deposition of replicative H2A and H2A.X and of the linker histone H1, as well as decreased levels of non-CG methylation. The combined loss of H1 and H2A.W enhances both chromatin accessibility and DNA methylation in pericentromeric heterochromatin. Based on these results, we propose that H2A.W and H1 jointly regulate DNA methylation and heterochromatin accessibility.

## Results

### A large chromosomal translocation in *hta6* obscured functional analysis of H2A.W

To investigate whether H2A.W plays a role in controlling TE mobilization, we used available Whole Genome Bisulfite Sequencing (BS-seq) data of *h2a.w-1* triple mutants and their corresponding wild type (WT)^22^. We detected significantly increased copy numbers for several TEs (Supplementary Table 1), but because these TEs were all located within the same genomic region on the right arm of chromosome 1, we suspected that this result reflected a chromosomal rearrangement in the *h2a.w-1* plants, rather than a genuine role for H2A.W in controlling activity of this TE subset. Further analysis of *h2a.w-1* BS-seq and RNA-seq data revealed abnormally high coverage along an approximately 5 Mb region of chromosome 1, indicating that this region may be duplicated in *h2a.w-1* (Fig. 1a, Supplementary Fig. 1a). Southern blot analysis of *hta6* SALK_024544.32 (hereafter named *hta6-1*), *hta7* (GABI_149G05.01), and *hta12* (SAIL_667_D09) DNA confirmed the presence of a genomic rearrangement, likely a translocation of part of chromosome 1, in *hta6-1* (Fig. 1b). Further analyses revealed a ~5 Mb deletion in chromosome 1 which is replaced by T-DNA/vector sequences, and a translocation of a part of chromosome 1, flanked by T-DNA sequences, to chromosome 5 (Supplementary Fig. 1b). Using segregating plants from crosses between wild-type and *hta6-1*, we were able to recover *hta6-1* mutants with either normal or doubled dosage of the chromosome 1 region. The plants with normal dosage showed a WT-like phenotype, while plants with doubled dosage were abnormally small (Supplementary Fig. 1b), suggesting that increased dosage of this portion of chromosome 1 causes developmental defects.

**Fig. 1:**
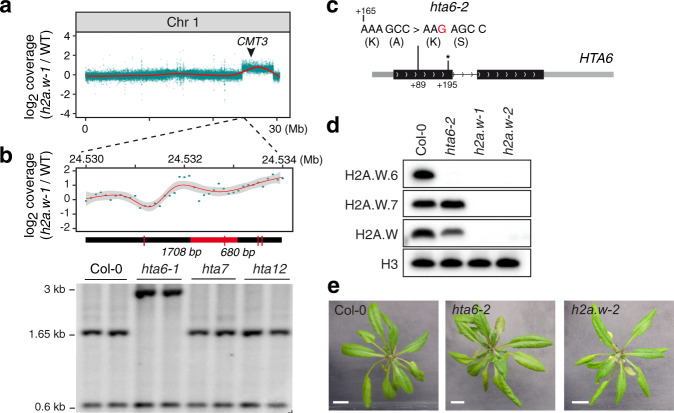
H2A.W is not required for *Arabidopsis* development. **a** Sequencing coverage of published *h2a.w-1* BS-seq data^22^, averaged in 1 kb bins across chromosome 1. The red line shows the smoothed conditional mean (LOESS). The black arrowhead indicates the genomic location of *CMT3*. See also Supplementary Fig. 1a. **b** Zoomed-in view of plot in **a** across the left border of the chromosome 1 region showing increased coverage in *h2a.w-1* (top panel). DNA gel blot analysis of the chromosome 1 region showing abnormal coverage in *h2a.w-1* in the indicated T-DNA insertion mutants (lower panel). Genomic DNA of the indicated genotypes was digested with *Ssp*I (recognition sites indicated by red ticks on the thick black line) and hybridized with a fragment corresponding to the genomic region indicated in red under the plot. Two independent experiments were performed with identical results. **c** The *hta6-2* CRISPR-Cas9 mutant allele. Diagram of the *HTA6* gene showing the insertion of a G (in red) in *hta6-2*, which creates a frame shift 89 bp downstream from the translation initiation site and an early stop codon (asterisk) 195 bp downstream from the translation initiation site. **d** Western blot showing total loss of H2A.W in *h2a.w-1* and *h2a.w-2*. Nuclear extracts of the indicated genotypes were analyzed using antibodies directed against H2A.W.6, H2A.W.7, total H2A.W, and H3. Two independent experiments were performed with similar results. **e** Representative images of wild-type, *hta6-2*, and *h2a.w-2* plants (scale bar = 1 cm). Both *hta6-2* and *h2a.w-2* mutants develop like wild-type Col-0 plants. Source data underlying Fig. 1b, d are provided as a Source Data file.

Using targeted mutagenesis via CRISPR-Cas9, we generated a *hta6* allele (*hta6-2*) carrying a single-base frame shift mutation that causes a stop codon early in the protein (Fig. 1c). Western blot confirmed that *hta6-2* is a null mutant for H2A.W.6 (Fig. 1d). We crossed *hta6-2* with *hta7* and *hta12* to obtain the null triple mutant, *h2a.w-2*. Western blot analysis confirmed that H2A.W is completely absent in *h2a.w-2* (Fig. 1d and Supplementary Fig. 1c). *h2a.w-2* plants are morphologically indistinguishable from wild-type plants (Fig. 1e), indicating that increased dosage of a large portion of chromosome 1, and not loss of H2A.W, caused the strong developmental defects reported in *h2a.w-1*^22^. Instead, H2A.W appeared to be dispensable for *Arabidopsis* development. We therefore sought to clarify the function of H2A.W in heterochromatin transcription, composition, and organization.

### H2A.W has little impact on transcription but is required for the efficient methylation of heterochromatic DNA

Previous analyses of the impact of H2A.W loss on transcription may have been confounded by the genomic rearrangement in *h2a.w-1*. We therefore re-explored whether lack of H2A.W affects genome-wide transcription by performing RNA-seq of WT and *h2a.w-2*. These analyses identified only a few differentially expressed protein-coding genes (PCGs; 78 upregulated, 52 downregulated) and only a handful of transcriptionally activated TEs in *h2a.w-2* (Supplementary Fig. 2a, b). These results show that gene expression is not strongly affected in the absence of H2A.W, and that H2A.W either does not play a significant role in repressing TEs or that other pathways are compensating for H2A.W loss.

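RNA from 10-day-old seedlings was sequenced in 3 libraries of WT and 3 libraries of h2a.w-2, after depletion of ribosomal RNA, and 3 libraries of h2a.w-1 seedlings of the same age were deposited beside them. The authors counted the uniquely aligned reads of each gene and TE after removal of probable PCR duplicates, and normalized the counts with DESeq2's size factors. For each mutant against WT, the authors' deposited table gives the mean normalized count of each genotype, the log2 fold change with its standard error, and the p-value and adjusted p-value of DESeq2's Wald test for 29961 features, of which 26870 are genes and 3091 are TEs. A mean of 3 whole read counts, each divided by its library's size factor, can take only certain values, and the reads of each library were recovered from these means. For 29881 features (99.7%), exactly 1 set of whole reads gave the deposited means in all 9 libraries, and the other 80 features have no value by library. These 80 are abundant, each with a mean normalized count of at least 7008 in 1 or more groups. In the authors' deposited table, the 29881 features hold 89.5% of the summed mean normalized counts of WT and 89.7% of those of the libraries labelled h2a.w-2. The columns of the tables carry no replicate numbers, so the libraries of each genotype are named A, B and C by decreasing size factor, and the letters are not the replicate numbers of Supplementary Table 3. Over the 29881 features, WT libraries A, B and C had 9391308, 8966092 and 6317597 reads. The libraries labelled h2a.w-2 had 8341315, 8346181 and 5812579 reads. The paper's Supplementary Table 3 gives 9881399 to 14500730 uniquely aligned reads without duplicates for the WT libraries and 9878738 to 13162519 for those of h2a.w-2, and the values given here use the recovered reads on genes and TEs. Within a genotype, the libraries differed by more than the sampling noise of their reads, with a chi-square per degree of freedom of 6.39 to 10.9 between pairs of WT libraries and 10.7 to 17.5 between pairs labelled h2a.w-2, so no 2 of them were taken as 1 library deposited more than once. The labels list them as separate replicates, and this comparison does not show whether they come from separate plants.

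The genes disrupted in the mutant were examined first in every library. HTA6 had 949, 902 and 751 reads in WT libraries A, B and C and 312, 274 and 136 reads in the libraries labelled h2a.w-2. Its normalized count was 818 ± 83.5 (SD, n = 3) in WT and 242 ± 45.2 (SD, n = 3) in the libraries labelled h2a.w-2. HTA7 had 795, 759 and 532 reads in WT and 111, 78 and 56 reads in the libraries labelled h2a.w-2, with normalized counts of 646 ± 6.03 (SD, n = 3) and 83.7 ± 13.8 (SD, n = 3). HTA12 had 97, 113 and 86 reads in WT, and 28, 107 and 17 reads in the libraries labelled h2a.w-2. Library B was thus at 107% of the WT mean of HTA12 after normalization, which goes against its label, while libraries A and C were at 26.9% and 25.7%. In the same library B, HTA6 was at 31.3% and HTA7 at 11.3% of the WT mean. For this reason the samples are called the libraries labelled h2a.w-2. The authors' deposited table gives a log2 fold change of -1.75 (standard error 0.19, DESeq2's adjusted p = 2.13e-17) for HTA6, -2.94 (standard error 0.18, adjusted p = 9.32e-56) for HTA7 and -0.90 (standard error 0.51, adjusted p = 0.528) for HTA12.

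**Figure D1:**
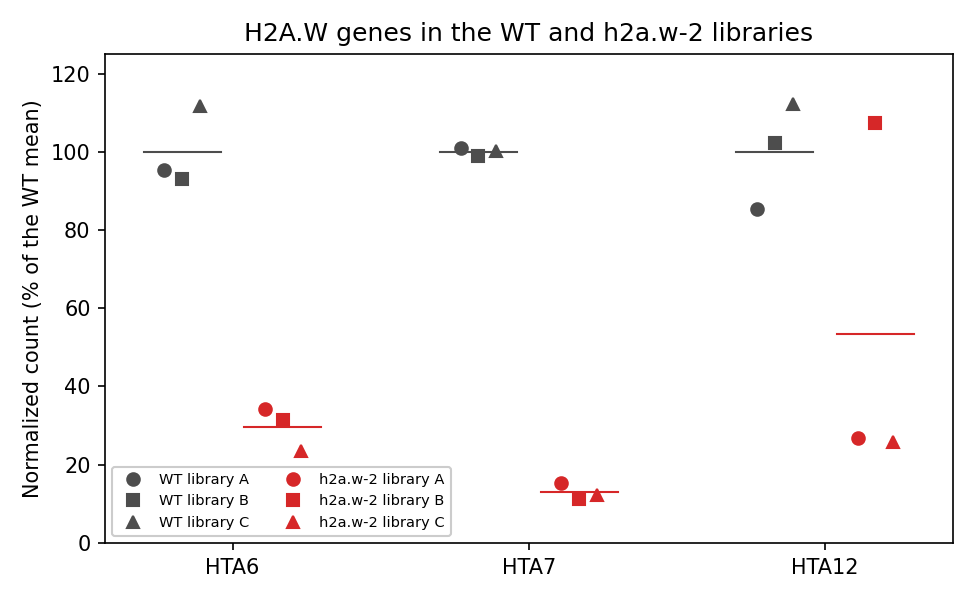
Normalized counts of HTA6, HTA7 and HTA12 as a percent of the WT mean, with 1 point for each of the 3 WT libraries and the 3 libraries labelled h2a.w-2 and a line at the mean of each group. For HTA12, library B labelled h2a.w-2 is at 107% and libraries A and C are at 26.9% and 25.7%.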

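The authors' deposited table gives an adjusted p-value for 20518 PCGs, and 78 of them were upregulated and 52 downregulated in the libraries labelled h2a.w-2 with an adjusted p-value under 0.05 and an absolute log2 fold change above 1, which is 0.634% of the PCGs tested. The recovered reads showed how these calls looked library by library. For 77 of the 78 upregulated PCGs, every library labelled h2a.w-2 had a higher normalized count than every WT library, and for 51 of the 52 downregulated PCGs every one had a lower count. Among all PCGs tested, 9.96% were separated in this way upward and 10.3% downward, where chance gives 5% in each direction. The PCGs were called on these same libraries, so the separation of the called PCGs is no independent evidence for them. Tested against an absolute value of 1 in place of 0, the deposited log2 fold changes left 2 upregulated PCGs and 1 downregulated PCG. A model fitted to the recovered reads with limma voom, chosen after the data were seen and used with the same thresholds, called 2 upregulated and 3 downregulated PCGs. The counts moved most in the same model without WT library B, which called 1 upregulated PCG and 1 downregulated PCG. With all libraries, the 3 PCGs that fell in this model were the disrupted genes HTA6 and HTA7, and AT3G58180. The last of these lies in a segment of chromosome 3 that was lower in both mutants. That segment holds 9 of the 52 PCGs downregulated in the authors' deposited table.

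Among the PCGs called with a mean normalized count of at least 10, the largest increases were those of MRD1, CYP82C2 and AT2G40955. MRD1 (AT1G53480, chromosome 1 from 19963047 to 19964712) had 2, 1 and 1 reads in WT libraries A, B and C and 490, 427 and 329 reads in the libraries labelled h2a.w-2, at least 151-fold more after normalization when WT is set to 3 reads per library. CYP82C2 (AT4G31970) had 1, 0 and 0 reads in WT and 9, 18 and 68 reads in the libraries labelled h2a.w-2, at least 14.0-fold more on the same basis. AT2G40955 had 1 read in each WT library and 36, 14 and 16 reads in the libraries labelled h2a.w-2, at least 7.85-fold more. The authors' deposited table gives these genes adjusted p-values of 4.70e-26, 0.000779 and 0.00161 from DESeq2's Wald test. The largest decreases were those of NAS2 (AT5G56080), GLC (AT1G65450) and LTP4 (AT5G59310), and here the WT libraries themselves were far apart. NAS2 had 81, 13 and 5 reads in WT and 1, 1 and 2 reads in the libraries labelled h2a.w-2. GLC had 37, 9 and 19 reads in WT and 1, 3 and 2 reads in the libraries labelled h2a.w-2. LTP4 had 71, 29 and 9 reads in WT and 4, 5 and 1 reads in the libraries labelled h2a.w-2. The authors' deposited table gives adjusted p-values of 0.0173, 0.0259 and 0.00880 for NAS2, GLC and LTP4.

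Of the TE genes, 139 had an adjusted p-value in the authors' deposited table, and 7 were upregulated and 0 downregulated by the same thresholds, with 18 at an unadjusted p-value under 0.05. Of the TEs outside TE genes, 217 had an adjusted p-value in the authors' deposited table, and 3 were upregulated and 0 downregulated, with 17 at an unadjusted p-value under 0.05. The TE genes AT1G20390 (chromosome 1 from 7065494 to 7071561) and AT5G35935 (chromosome 5 from 14083388 to 14089891) were already transcribed in WT, with 95, 156 and 54 reads and 89, 124 and 36 reads in libraries A, B and C. They had 279, 245 and 209 reads and 226, 170 and 179 reads in the libraries labelled h2a.w-2. SADHU3-2 (AT3G42658) rose from 2, 13 and 2 reads to 68, 59 and 49 reads. The TE genes AT2G15510 and AT2G15520, neighbours on chromosome 2 between 6766622 and 6772235, had 0 reads in every WT library, and 20, 16 and 9 reads and 23, 12 and 6 reads in the libraries labelled h2a.w-2. RE2 (AT4G02960) rose from 2, 2 and 0 reads to 11, 33 and 16 reads, and AT5G28335 from 1, 1 and 0 reads to 22, 19 and 10 reads. Set against 3 reads per WT library, these 4 TE genes were at least 5.27-fold, 4.66-fold, 7.32-fold and 5.96-fold higher after normalization. Among the TEs, AT3TE51150 rose from 54, 38 and 25 reads to 302, 253 and 169 reads, AT2TE27645 from 0, 1 and 0 reads to 53, 34 and 19 reads, and AT5TE37665 from 0 reads in every WT library to 13, 9 and 4 reads. In the authors' deposited table, the log2 fold changes of AT1G20390, AT5G35935, SADHU3-2 and AT3TE51150 were 1.48, 1.45, 3.57 and 2.79, with standard errors of 0.28, 0.33, 0.56 and 0.24. In each of these 10 TE genes and TEs, the normalized counts of the 3 libraries labelled h2a.w-2 were all above those of the 3 WT libraries. Reads that aligned equally well to more than 1 place were discarded, so these counts cover only the parts of an element that differ from its copies. With a mean normalized count of at least 10 required, 4 TE genes were called, and limma voom on the recovered reads called 0 TE genes, with 13 at an unadjusted p-value under 0.05, and 2 TEs, AT2TE27645 and AT3TE51150.

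**Figure D2:**
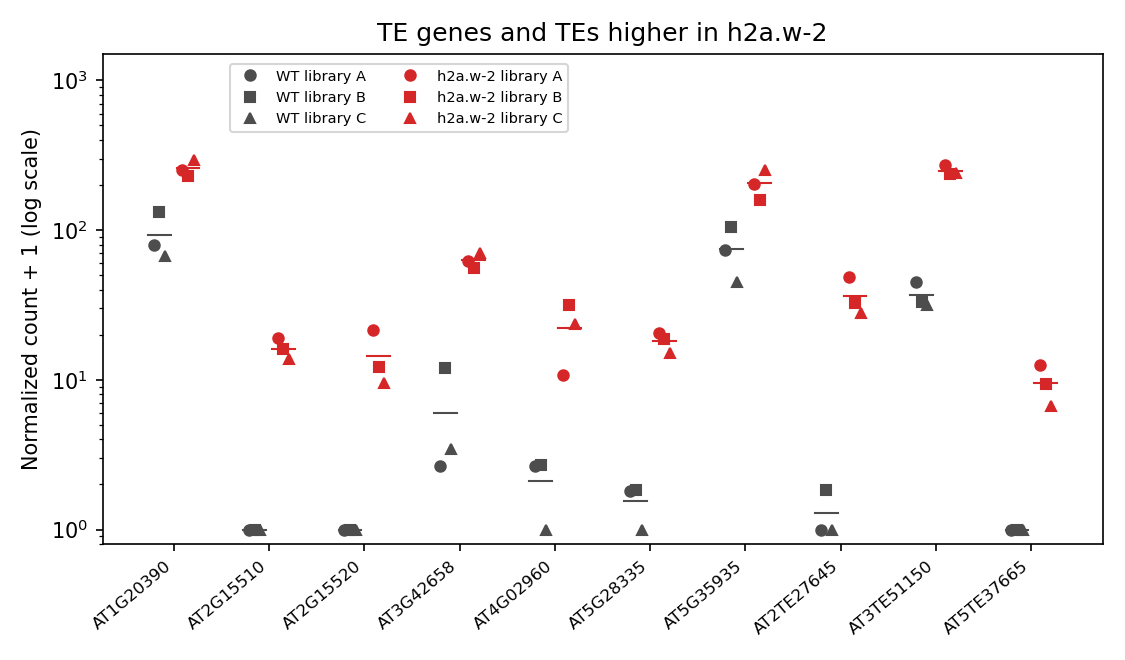
Normalized counts plus 1, on a log scale, of the 7 TE genes and 3 TEs that were upregulated in the libraries labelled h2a.w-2, with 1 point per library and a line at the mean of each group. The TEs are AT2TE27645, AT3TE51150 and AT5TE37665, and for all 10 features the 3 red points lie above the 3 grey ones.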

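Reads on all TEs together, which also count elements too low to be tested one by one, made up 1380 ± 91.9 of every 1000000 recovered reads (SD, n = 3) in WT and 1534 ± 50.3 (SD, n = 3) in the libraries labelled h2a.w-2. All 3 of the latter were above every WT library (two-sided exact permutation test, p = 0.1, the smallest value that 3 libraries against 3 allow). The recovered reads leave out the 80 abundant features, and with size factors in place of their total, a setting chosen after the data were seen, the difference was 0.18 on the log2 scale (two-sided exact permutation test, p = 0.1) in place of 0.15. Without the 3 called TEs, a setting also chosen after the data were seen, the difference per 1000000 recovered reads was 0.12 (two-sided exact permutation test, p = 0.2). Reads on TE genes made up 1492 ± 133 of every 1000000 (SD, n = 3) in WT and 1675 ± 49.2 (SD, n = 3) in the libraries labelled h2a.w-2 (two-sided exact permutation test, p = 0.2). In the authors' deposited table, 136 of the 217 TEs with an adjusted p-value had a log2 fold change above 0 and 81 under 0, with a median of 0.14. Of the 139 such TE genes, 100 were above 0 and 39 under 0 in the authors' deposited table, with a median of 0.17. The median log2 fold change of the 19093 PCGs with a mean normalized count of at least 10 was 0.0017 in that table. Across all classes, 0.684% of the 21483 features with an adjusted p-value in the authors' deposited table passed both thresholds, and 2206 PCGs had an unadjusted p-value under 0.05. In a test on simulated values with the deposited standard errors, the same thresholds called 192 of 200 features that had been given log2 fold changes of 3 or -3, and 4 of the others. Smaller changes were not simulated, so this does not show how many changes near the fold change threshold were missed. From the small number of changed PCGs and TEs, the paper concludes that transcription of genes is not strongly affected by the absence of H2A.W. It reasons that H2A.W has no significant part in TE repression or that other pathways make up for its loss.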

The chromosomal rearrangement in *h2a.w-1* caused a duplication of the gene encoding CMT3 (Fig. 1a, Supplementary Fig. 1a) and this duplication was likely responsible for the higher levels of CHG methylation previously reported in *h2a.w-1*^22^. Indeed, we found that *CMT3* mRNA was significantly increased in *hta6-1* and in *h2a.w-1* carrying additional *CMT3* gene copies (Supplementary Fig. 2c). However, *CMT3* expression in *h2a.w-2* was similar to WT (Supplementary Fig. 2c), indicating that *CMT3* transcription is not affected by loss of H2A.W. We were also able to recover *h2a.w-2 cmt3* quadruple mutant plants, which had no obvious developmental defects (Supplementary Fig. 2d), indicating that the lethal genetic interaction between *h2a.w-1* and *cmt3*^22^ was due to the chromosomal rearrangement in *hta6-1*.

We therefore sought to clarify the impact of H2A.W loss on DNA methylation by examining the methylome of *h2a.w-2* using BS-seq. We found no conspicuous change in CG DNA methylation in the *h2a.w-2* mutant (Supplementary Fig. 3a, b), while non-CG methylation levels appeared substantially decreased at pericentromeric regions (Supplementary Fig. 3a). In agreement with these chromosome-wide observations, TEs located in the pericentromeres showed partially reduced CHG and CHH methylation levels (Fig. 2a, Supplementary Fig. 3c), suggesting that H2A.W is required for maintenance of DNA methylation in these regions. Conversely, we found that TEs located on chromosome arms showed increased CHH DNA methylation in *h2a.w-2*, suggesting an antagonistic effect of H2A.W (Fig. 2a, Supplementary Fig. 3c). Indeed, looking specifically at regions normally occupied by H2A.W in WT revealed opposing changes in non-CG DNA methylation in the *h2a.w-2* mutant, based on chromosomal location. A substantial decrease in non-CG methylation levels was observed over H2A.W peaks in pericentromeric regions, whereas regions located in chromosome arms showed increased methylation levels (Fig. 2b, Supplementary Fig. 3d). Short TEs enriched in chromosome arms are known targets of the RdDM pathway involving DRM1/2, while CHG and CHH methylation at long heterochromatic TEs is preferentially maintained by CMT3 and CMT2, respectively^2,3^. We found that short TEs tended to gain CHH methylation in *h2a.w-2*, while long heterochromatic TEs instead tended to lose CHH and CHG methylation (Fig. 2c). Accordingly, non-CG methylation was reduced at CMT2-dependent regions but increased at DRM1/2-dependent regions in *h2a.w-2* (Fig. 2d). Together, these findings indicate that H2A.W promotes CMT3 and/or CMT2-mediated methylation maintenance in pericentromeric heterochromatin. However, H2A.W incorporation does not require CHG methylation^22^. Our data also suggest that H2A.W opposes RdDM at less heterochromatic regions on chromosome arms, supporting the idea that RdDM is inhibited by heterochromatin as proposed previously^3,30^.

**Fig. 2:**
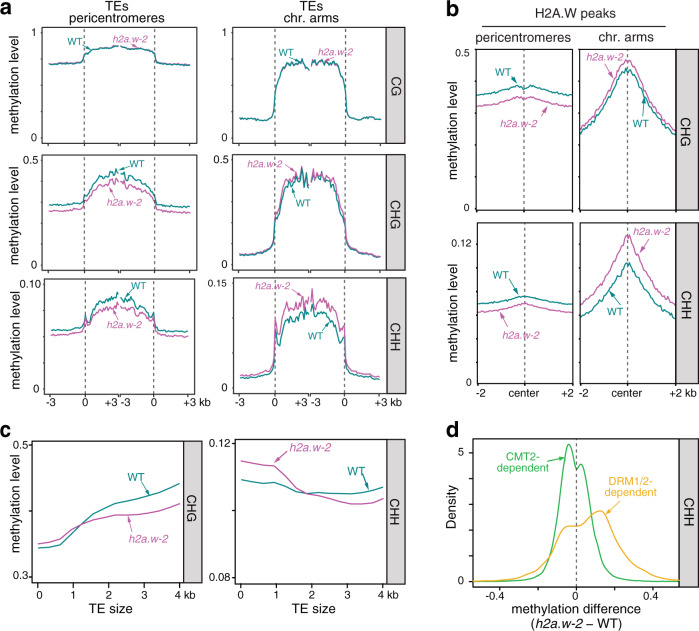
Loss of H2A.W alters non-CG DNA methylation patterns. **a** CG, CHG, and CHH methylation levels over TEs in pericentromeres and chromosome arms in WT and *h2a.w-2*. TEs were aligned at the 5′ (left dashed line) and 3′ end (right dashed line), and sequences 3 kb upstream or downstream were included, respectively. Average methylation over 100 bp bins is plotted. **b** CHG and CHH methylation levels over H2A.W peaks in the chromosome arms and pericentromeres. **c** Locally weighted scatterplot smoothing (LOESS) fit of CHG and CHH methylation levels in WT and *h2a.w-2* calculated in 50 bp windows and plotted against TE size. **d** Kernel density plots of CHH DNA methylation differences between *h2a.w-2* and WT at CMT2-dependent and DRM1/2-dependent regions.

### Heterochromatin accessibility decreases in the absence of H2A.W

Since complex and global changes in patterns of DNA methylation are often associated with modulation of chromatin accessibility^19^, we analyzed chromatin organization in *h2a.w-2*. Indeed, we observed enlarged chromocenters in *h2a.w-2* (Fig. 3a), as was previously observed in *h2a.w-1*^22^. Chromocenter enlargement is also observed in mutants that induce over-replication of heterochromatic regions^31^. To test for over-replication, we analyzed DNA content in *h2a.w-2* nuclei by FACS. We did not observe any obvious change relative to WT (Supplementary Fig. 4), indicating that enlargement of chromocenters most likely reflected changes in chromatin organization caused by loss of H2A.W, as reported previously^22^. By introducing a H2A.W.6 genomic construct in *h2a.w-2* mutants, we could partially rescue the enlargement of chromocenters in *h2a.w-2* mutants, confirming that H2A.W regulates chromocenter formation (Supplementary Fig. 5a, b). Similarly, protein coding genes upregulated in *h2a.w-2* had diminished transcript levels in mutants complemented with a H2A.W.6 genomic construct (Supplementary Fig. 5c).

**Fig. 3:**
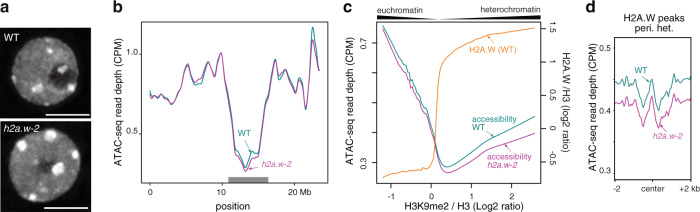
Loss of H2A.W alters heterochromatin organization and accessibility. **a** Representative images of DAPI-stained WT (Col-0) and *h2a.w-2* leaf interphase nuclei. Two independent experiments were performed with similar results. Scale bar is 5 µm. **b** Locally weighted scatterplot smoothing (LOESS) fit of ATAC-seq read depth averaged in 1 kb bins across chromosome 3 in WT and *h2a.w-2*. Average of two replicates shown. The gray rectangle indicates the location of pericentromeric heterochromatin. **c** Smoothing spline fit (50 degrees of freedom) of WT H2A.W levels (log_2_ ChIP-seq H2A.W/H3) and of ATAC-seq read depth (CPM normalized) in WT and *h2a.w-2* in 1 kb windows plotted against WT H3K9me2 level. **d** ATAC-seq read depth over H2A.W peaks in pericentromeric heterochromatin. Average of two replicates shown.

To investigate the impact of H2A.W on chromatin accessibility, we applied the Assay for Transposase Accessible Chromatin using sequencing (ATAC-seq)^32^ to *h2a.w-2* and WT ten-day-old seedlings. In WT, the accessibility of pericentromeric chromatin and regions associated with H2A.W was low relative to other regions, as expected (Fig. 3b–d, Supplementary Fig. 6a, b). Interestingly, in heterochromatic regions (those with high levels of H2A.W and H3K9me2), chromatin accessibility was positively correlated with levels of H2A.W and H3K9me2, so that highly heterochromatic sequences were relatively more accessible than less heterochromatic sequences (Fig. 3c). Unexpectedly, we observed a modest reduction in heterochromatin accessibility in *h2a.w-2* that correlated well with WT H2A.W levels, suggesting H2A.W provides heterochromatin with a certain degree of accessibility in the WT (Fig. 3b–d and Supplementary Fig. 6a, b). This observation was at odds with previous reports showing that H2A.W promotes nucleosome thermostability^26^ and compaction of nucleosome arrays^22^, suggesting that the decreased accessibility observed in *h2a.w-2* heterochromatin may not be the direct consequence of the loss of H2A.W. We hypothesized that the reduction of chromatin accessibility in *h2a.w-2* results from the replacement of H2A.W by other types of H2A variants and/or the deposition of a chromatin component that impedes chromatin accessibility.

### H2A.X and replicative H2A replace H2A.W in *h2a.w-2* heterochromatin

To assess the composition of chromatin in *h2a.w-2*, we profiled the genome-wide distribution of H3 and other H2A variants by chromatin immunoprecipitation followed by high-throughput sequencing (ChIP-seq). Profiles of H3 enrichment determined by ChIP-seq were similar in WT and *h2a.w-2* plants, suggesting that nucleosome density was not responsible for the change in accessibility in *h2a.w-2* (Supplementary Fig. 7a). Since H2A variants confer distinct stability to nucleosomes^26^, the replacement of H2A.W by another H2A variant is expected to affect chromatin properties. Based on in vitro thermostability assays, replicative H2A confers higher stability than H2A.W and H2A.X, whereas H2A.Z nucleosomes are the least stable^26^. Similarly, different H2A variants are more or less favorable to the deposition of DNA methylation^28^. Therefore, we explored the distribution of the other three H2A variants in *h2a.w-2* plants by profiling H2A.X (H2A.X.3 and H2A.X.5), H2A.Z (H2A.Z.9), and replicative H2A (H2A.1 and H2A.13) using ChIP-seq. In WT, H2A.Z, H2A.X, and H2A showed relative depletion over pericentromeric heterochromatin and at H2A.W-associated regions (Fig. 4a, b), as previously reported^22^. In *h2a.w-2*, we found a striking gain of H2A.X, and to a lesser extent replicative H2A, but not H2A.Z, over regions normally marked by H2A.W in WT (Fig. 4a–c). CG DNA methylation has been shown to exclude H2A.Z from methylated DNA, and H2A.Z and CG methylation are largely anticorrelated in WT plants^28,33^. The largely unchanged H2A.Z distribution in *h2a.w-2* is consistent with our observation that CG methylation patterns are also unaltered in *h2a.w-2* (Fig. 2a, Supplementary Fig 3a, b). Western blot analyses confirmed increased levels of replicative H2A and H2A.X in *h2a.w-2* chromatin (Supplementary Fig. 7b).

**Fig. 4:**
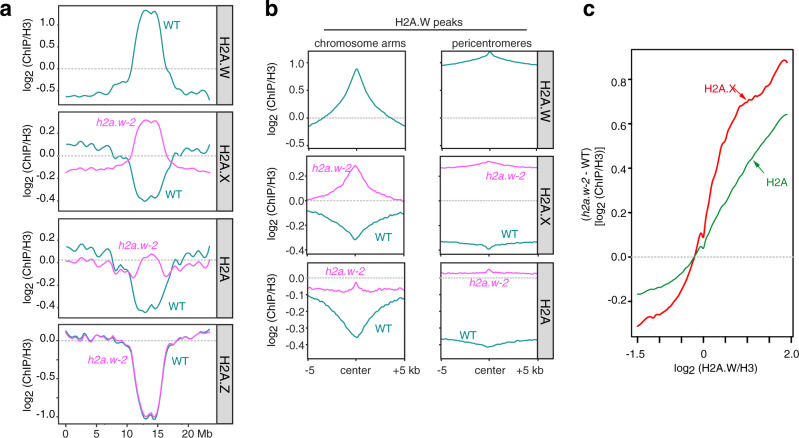
Replicative H2A and H2A.X replace H2A.W in *h2a.w-2*. **a** Locally weighted scatterplot smoothing (LOESS) fit of H2A.W, H2A.X, replicative H2A and H2A.Z levels averaged in 1 kb bins across chromosome 3 in WT and *h2a.w-2*. Average of two replicates shown. **b** Metaplots of average H2A.W, H2A.X, and replicative H2A levels from two replicates over H2A.W peaks in the chromosome arms and pericentromeres. **c** Smoothing spline fits (50 degrees of freedom) of changes in H2A.X and replicative H2A levels (*h2a.w-2* minus WT; log_2_ ChIP/H3) in 1 kb windows plotted against WT H2A.W level. Source data underlying Fig. 4a are provided as a Source Data file.

Although replicative H2A nucleosomes show higher thermal stability than H2A.W nucleosomes, in vitro DNA protection assays have shown that replicative H2A confers less protection than H2A.W^26^. This indicated to us that the increase in replicative H2A at pericentromeric chromatin may not be responsible for the observed decrease in accessibility. The in vitro thermostability of H2A.W and H2A.X nucleosomes is similar^26^ and thus also should not directly account for the changes in chromatin accessibility in *h2a.w-2*. However, H2A.X is primarily known for its role in DNA damage response, during which it becomes rapidly phosphorylated to form γH2A.X aggregates^23^, which could impact chromatin accessibility. The ratio of γH2A.X/H2A.X remained unchanged in *h2a.w-2* (Supplementary Fig. 7b), suggesting that γH2A.X was not responsible for the change in chromatin accessibility in *h2a.w-2*. In support of this conclusion, DNA damage response genes are not mis-regulated in *h2a.w-2* (Supplementary Fig. 7c).

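In the authors' deposited table, the log2 fold changes of the 13 DNA damage response genes of Supplementary Fig. 7c ran from -0.41 for GR1 (AT3G52115) to 0.12 for RAD17 (AT5G66130) in the libraries labelled h2a.w-2, and 11 of the 13 were under 0. The lowest unadjusted p-value in the authors' deposited table was 0.136, for PARP2 (AT2G31320). The lowest adjusted p-value of DESeq2's Wald test was 0.621 over all features tested, and 0.744 with the Benjamini-Hochberg adjustment over the 13 genes alone. The median of the 13 log2 fold changes was -0.18. Among 10000 random lists of 13 PCGs matched on mean expression, this median was at percentile 4.78, and the central 95% of the lists had medians from -0.21 to 0.18. The mean in place of the median was -0.19, at percentile 8.18. In the recovered reads, the median level of the 13 genes was 103%, 91.0% and 61.4% of the WT mean in libraries A, B and C labelled h2a.w-2, and 89.5%, 102% and 110% in the WT libraries. Library C had the lowest of the 3 values labelled h2a.w-2 for 11 of the 13 genes, so that the difference in the median rested mostly on 1 library.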

As changes in H2A variant composition were unlikely to be directly responsible for the decreased heterochromatin accessibility in *h2a.w-2*, we next examined other epigenetic modifications. Profiles of epigenetic marks typically associated with heterochromatin, namely H3K9me1, H3K9me2, and H3K27me1, were similar in WT and *h2a.w-2* (Supplementary Fig. 7a). Hence, maintenance of these post translational modifications is independent of H2A.W and these modifications are not responsible for the change in heterochromatin accessibility in *h2a.w-2*. Intriguingly, reduced levels of non-CG methylation in *h2aw-2* were not accompanied by detectable changes in H3K9me2, suggesting that maintenance of H3K9me2 by SUVH4/5/6 may be less sensitive than CMT2 and CMT3 activities to changes in accessibility occurring in *h2a.w-2* (Supplementary Fig. 7a). Alternatively, changes in H3K9me2 could be below the detection threshold allowed by ChIP-seq.

### Heterochromatin H1 levels increase in *h2a.w-2*

Interestingly, the DNA methylation changes in *h2a.w-2* appeared to be the inverse of those previously found in linker histone H1 mutants, which display decreased DNA methylation at short euchromatic TEs and increased methylation at long heterochromatic TEs^3^. This suggested that the DNA methylation changes in *h2a.w-2* may be related to changes in H1 distribution and prompted us to explore H1 patterns in *h2a.w-2*. Consistent with earlier work^14–16^, our ChIP-seq analyses revealed that H1 is enriched in pericentromeric heterochromatin relative to euchromatin in WT (Fig. 5a). Regions associated with H2A.W in WT were also generally enriched in H1 (Fig. 5b). In *h2a.w-2*, we observed a further increase in H1 at pericentromeric heterochromatin, accompanied by a modest decrease of H1 along chromosome arms (Fig. 5a). Regions normally marked by H2A.W in both pericentromeric regions and chromosome arms also showed increased H1 enrichment in *h2a.w-2* relative to WT that correlated well with WT H2A.W levels (Fig. 5b, c), indicating that H2A.W opposes deposition of H1. Western blot analysis indicated that global nuclear H1 levels were similar in *h2a.w-2* and WT (Supplementary Fig. 7b), suggesting that the total pool of H1 available is limiting and that increased recruitment of H1 in pericentromeric heterochromatin and other H2A.W-associated regions in *h2a.w-2* is likely responsible for the relative depletion of H1 along the chromosome arms (Fig. 5a, b). Histone H1 is known to obstruct chromatin accessibility and stabilize nucleosomes by binding to the linker DNA^12^. Therefore, redistribution of H1 may account for the change in chromatin accessibility in *h2a.w-2* (Fig. 3b–d, Supplementary Fig. 6a, b).

**Fig. 5:**
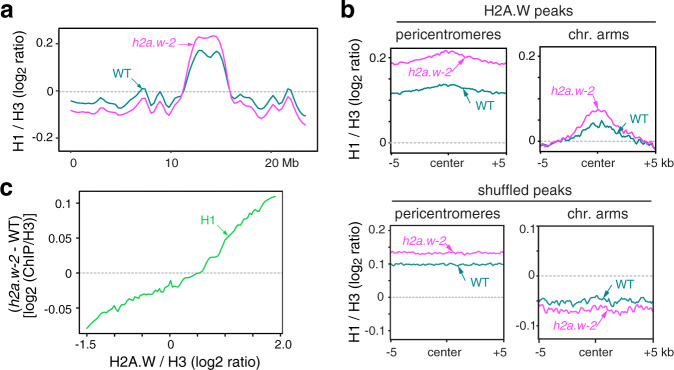
H2A.W antagonizes histone H1 deposition in heterochromatin. **a** Locally weighted scatterplot smoothing (LOESS) fit of H1 levels averaged in 1 kb bins across chromosome 3 in WT and *h2a.w-2*. Average of two replicates shown. **b** Metaplots of average H1 levels from two replicates over H2A.W peaks in pericentromeres and the chromosome arms (top panel). Plots over randomly shuffled peaks within the chromosome arms and pericentromeres are shown for comparison (bottom panel). **c** Smoothing spline fits (50 degrees of freedom) of change in H1 levels (*h2a.w-2* minus WT; log_2_ ChIP/H3) in 1 kb windows plotted against WT H2A.W level. Source data underlying Fig. 5a are provided as a Source Data file.

### H2A.W and H1 cooperatively control heterochromatin accessibility

To test whether increased H1 levels could explain the reduced accessibility and DNA methylation in *h2a.w-2* pericentromeres, we obtained *h2a.w-2 h1.1 h1.2* quintuple mutants (hereafter named *h1 h2a.w*), which lack both H2A.W and H1 (Supplementary Fig. 6c). We then compared chromatin accessibility and DNA methylation between *h2a.w-2*, *h1* and *h1 h2a.w* mutants. Chromocenters were dispersed in *h1* mutant nuclei, consistent with recent reports^14,18^, and even further dispersed in *h1 h2a.w* (Fig. 6a, b). Consistent with this, chromatin accessibility increased over pericentromeric heterochromatin regions associated with H2A.W in *h1* and further in *h1 h2a.w* (Fig. 6c, d, Supplementary Fig. 6a, b). This is in agreement with recent MNase-seq profiles showing reduced nucleosomal density in *h1* mutants^18^. Moving from chromosomal arms into pericentromeric regions, heterochromatin content and average TE length increase,^3^ and H2A.W levels are well-correlated with TE length in WT (Fig. 6e). Gain in chromatin accessibility in *h1* was also correlated with TE length and WT H2A.W levels, essentially mirroring changes in accessibility in *h2a.w-2* (Fig. 6e). Combined loss of H1 and H2A.W in *h1 h2aw* mutants led to an even stronger increase in chromatin accessibility at regions normally associated with H2A.W (Fig. 6e). This indicates that H2A.W restricts heterochromatin accessibility in the absence of H1.

**Fig. 6:**
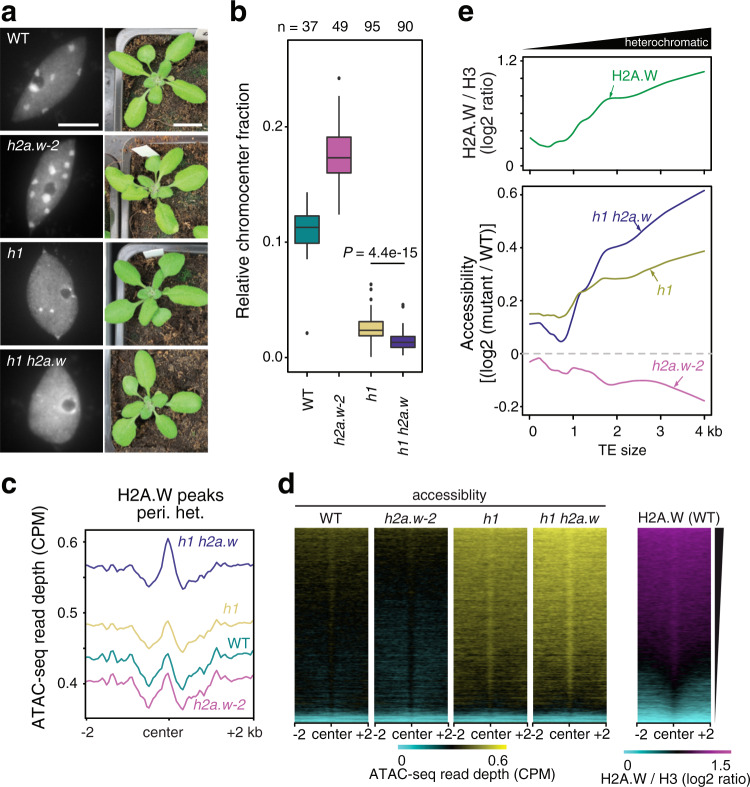
H2A.W and H1 co-regulate heterochromatin accessibility. **a** Representative images of DAPI-stained WT (Col-0), *h2a.w-2, h1* and *h1 h2a.w* leaf interphase nuclei (left; scale bar is 5 µm) and of 3-week-old plants of the same genotypes (right; scale bar is 1 cm). Nuclear preparation and analysis were independently repeated three times with similar results. **b** Quantification of the relative chromocenter fraction in WT (Col-0), *h2a.w-2, h1* and *h1 h2a.w* nuclei. Number of analyzed nuclei are indicated on the top. Whiskers indicate 1.5X IQR. Outliers are represented by circles. Relative chromocenter fraction in *h1* and *h1h2a.w* show statistically significant difference (*P* = 4.4e-15, unpaired Mann–Whitney test). **c** ATAC-seq read depth over H2A.W peaks in pericentromeric heterochromatin. Average of two replicates shown. **d** Heat maps of average ATAC-seq read depth over H2A.W peaks in pericentromeres ranked based on level H2A.W signal in WT. **e** Locally weighted scatterplot smoothing (LOESS) fit of WT H2A.W levels (log_2_ ChIP/H3; top panel) and changes in chromatin accessibility (mutant */* WT; ATAC-seq read depth) in 50 bp windows plotted against TE size.

DNA methylation profiles of *h1* mutants were consistent with previously published data, showing increased methylation over long heterochromatic TEs and reduced CHH methylation at short TEs (Fig. 7a and Supplementary Fig. 8)^3^. Similarly, non-CG methylation levels increased at CMT2-dependent regions but were reduced at DRM2-dependent regions in *h1* (Fig. 7b, c). Again, these changes were largely opposite to those in *h2a.w-2* mutants, supporting the hypothesis that H1 is responsible for altered DNA methylation in *h2a.w-2*. H1 has been shown to control DNA methylation over heterochromatin, presumably by restricting access of DNA methyltransferases to heterochromatic DNA^3^. In concordance with increased heterochromatin accessibility in *h1 h2a.w*, we found that long heterochromatic TEs and CMT2-dependent regions further gained DNA methylation in *h1 h2a.w* compared to *h1* alone (Fig. 7b). This supports a positive correlation between heterochromatin accessibility and DNA methylation levels, and suggests that H2A.W hinders access of DNA methyltransferases to heterochromatic DNA in the absence of H1.

**Fig. 7:**
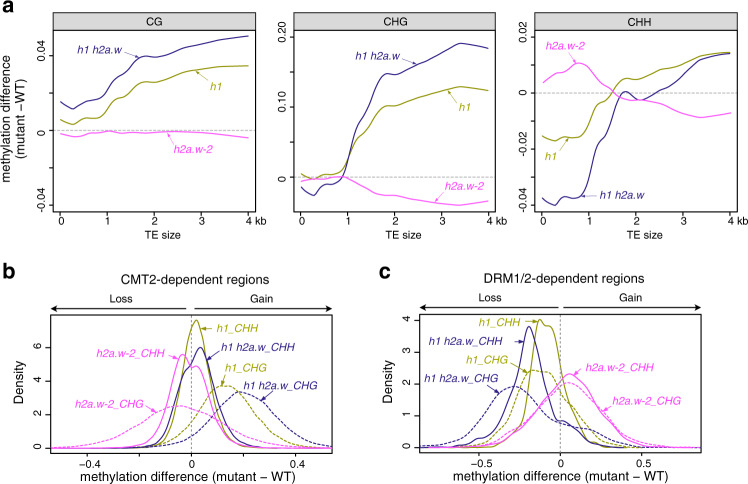
Impact of combined loss of H2A.W and H1 on DNA methylation. **a** Locally weighted scatterplot smoothing (LOESS) fit of changes in CG, CHG, and CHH DNA methylation in *h2a.w-2*, *h1* and *h1 h2a.w* mutants (mutant minus WT) in 50 bp windows plotted against TE size. **b** Kernel density plots of CHG and CHH DNA methylation changes at CMT2-dependent regions in *h2a.w-2*, *h1* and *h1 h2a.w* mutants. **c** Kernel density plots of CHG and CHH DNA methylation changes at DRM1/2-dependent regions in *h2a.w-2*, *h1* and *h1 h2a.w* mutants.

Overall, pericentromeres gain H1 and lose both accessibility and non-CG methylation in *h2a.w-2* and these changes are strongly reversed in *h1 h2a.w* mutants (Fig. 8). This is consistent with a model wherein H2A.W blocks H1 deposition in WT. Loss of H2A.W then leads to overaccumulation of H1 at sites normally occupied by H2A.W, decreased accessibility, and reduced DNA methylation.

**Fig. 8:**
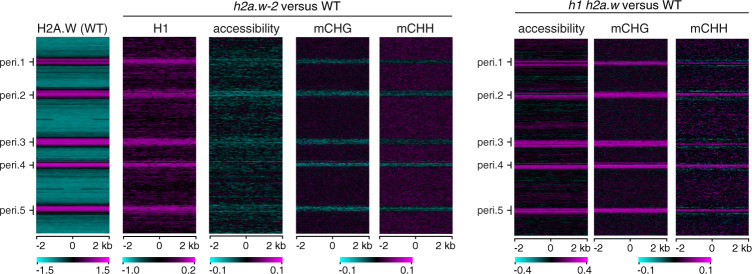
*h2a.w-2* and *h1 h2a.w* show opposite changes in accessibility and non-CG methylation. The genome was divided into consecutive, non-overlapping 4-kb bins, which are stacked according to their genomic position from the top of chromosome 1 to the bottom of chromosome 5. Pericentromeric regions are indicated (peri.1 to peri.5). H2A.W enrichment in the WT (log2 ChIP/H3) is shown as a heat map on the left. Other heat maps show changes in H1 levels (*h2a.w-2/*WT; log2 ChIP/H3), changes in chromatin accessibility (log2 mutant*/*WT; ATAC-seq read depth), and changes in CHG and CHH DNA methylation (mutant minus WT) in *h2a.w-2* versus WT and in *h1 h2a.w* versus WT.

## Discussion

Chromosomal rearrangements are common in T-DNA insertion lines^34,35^. Here we identified a large chromosomal rearrangement in the *hta6-1* SALK line that resulted in a duplication of the translocated region during the generation of the *hta6-1 hta7 hta12* triple mutants (*h2a.w-1*). This chromosome rearrangement, and not the loss of H2A.W, is responsible for the developmental defects and CHG hypermethylation previously reported in *h2a.w-1*, as well as the lethality of *h2a.w-1 cmt3* quadruple mutants^22^. The absence of these defects in triple mutant *h2a.w-2* has now enabled us to analyze the direct impact of H2A.W on heterochromatin composition and accessibility.

H2A.W promotes higher order chromatin compaction^22^ and increases nucleosome stability^26^. Hence, we expected loss of H2A.W to increase heterochromatin accessibility. Surprisingly, we observed the opposite, with accessibility decreasing in *h2a.w-2* in association with increased recruitment of H2A, H2A.X and H1 to heterochromatin, indicating that H2A.W presence favors heterochromatin accessibility. H1 is known to stabilize the wrapping of DNA around the nucleosome, promote assembly of higher order chromatin structures^36^, and influence nucleosome spacing^37,38^. In the presence of H2A.W, loss of H1 leads to increased accessibility and increased DNA methylation in heterochromatin. These phenotypes are enhanced in the absence of both H1 and H2A.W, suggesting that H2A.W also contributes to restricting heterochromatic DNA accessibility in the absence of H1. Gain of H1 in *h2a.w-2* heterochromatin correlates well with decreased accessibility in the same regions, suggesting that H2A.W also promotes accessibility in heterochromatin by restricting H1 levels. The antagonism between H1 and H2A.W may originate from a competition for linker DNA binding. The extended C-terminal tail of H2A.W interacts with linker DNA, and this interaction prevents micrococcal nuclease accessibility^26^. The H2A.W C-terminal tail is characterized by the SPKK motif^22^, which binds A/T-rich DNA in its minor groove and causes condensation^39,40^. Among Arabidopsis H2A variants, the SPKK motif is unique to H2A.W^22^. Two SPKK-like motifs, SPAK and SP(G/A)K, are also present in the C-terminal tails of *Arabidopsis* H1.1 and H1.2 (Supplementary Fig. 9). The resulting competition between H2A.W and H1 for linker DNA binding could help prevent excessive H1 accumulation in heterochromatin. Because they do not contain SPKK motifs, H2A and H2A.X, which replace H2A.W in *h2a.w-2*, would not be able to compete with H1 for linker binding. Hence, H2A.W might allow some degree of nucleosome ‘breathing’ in compact heterochromatin, which would facilitate access of CMT3 and CMT2 to heterochromatic DNA, enabling the maintenance of DNA methylation patterns over these regions (Fig. 9). Although our data support the abovementioned scenario, we cannot exclude a potential impact of H2A and H2A.X enrichment in heterochromatin on DNA methylation and accessibility.

**Fig. 9:**
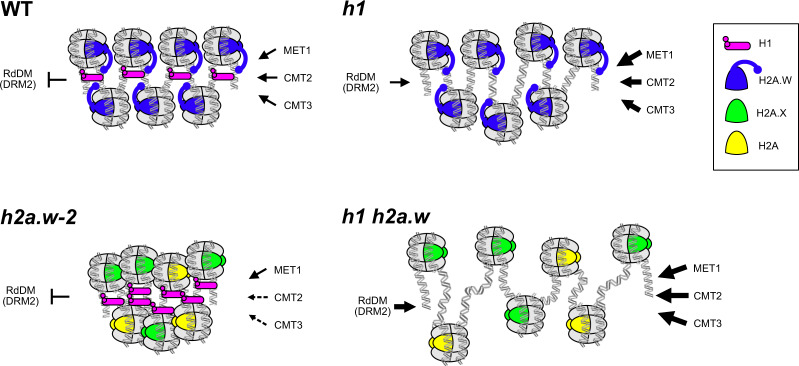
Model of co-regulation of heterochromatin accessibility by H2A.W and H1. In WT, H2A.W and H1 both interact with heterochromatin linker DNA to maintain a normal balance of accessibility to chromatin modifiers and DNA methyltransferases in heterochromatin. In the absence of H2A.W, H1 over-accumulates at linker DNA and further reduces accessibility. Loss of H1 alone causes incomplete decompaction, while loss of both H1 and H2A.W causes strong decompaction and increased accessibility. Thus, H2A.W promotes chromatin compaction in the absence of H1, but also promotes heterochromatin ‘breathing’ by opposing excessive H1 incorporation. The thickness of the arrows illustrates the accessibility of MET1, CMT2, CMT3, and DRM2 to DNA. Dashed arrows represent the lowest accessibility, and for solid arrows, the thicker the arrow, the more accessible the heterochromatic DNA.

At genomic regions targeted by RdDM (DRM1/2-dependent regions and short TEs), which are located primarily outside of pericentromeric heterochromatin, non-CG methylation levels increase in *h2a.w-2*. These genomic regions are associated with H2A.W in WT. Because RdDM is inhibited by heterochromatin^3,30^, this suggests that H2A.W provides these regions with an heterochromatic state/identity that is lost in *h2a.w-2*, thereby facilitating RdDM-mediated DNA methylation. In agreement with a previous report, we found that DRM1/2 target regions showed reduced levels of non-CG methylation in *h1* (Fig. 7c)^3^. This loss of non-CG methylation was further aggravated in *h1 h2aw-2* (Fig. 7c). It was proposed that in the absence of H1 these RdDM-dependent genomic regions become more accessible to enzymes that catalyze euchromatic histone modifications and antagonize DNA methylation^3^. We found that chromatin accessibility at these regions was similar in *h1* and WT (Supplementary Fig. 10a). Furthermore, while DRM1/2-dependent regions are enriched in H2A.W, they are rather depleted in H1 (Supplementary Fig. 10b). Therefore, loss of H1 likely impacts DNA methylation at RdDM-dependent regions indirectly. We propose that increased heterochromatin accessibility in *h1* allows RdDM to function efficiently in heterochromatin, thus depleting the RdDM machinery from its regular targets in chromosome arms. This interpretation is consistent with the recent report that 24-nucleotide sRNAs increase in heterochromatin but decrease at euchromatic TEs in *h1* mutants^41^. As heterochromatin accessibility further increases when both H1 and H2A.W are lost, this results in a further loss of DNA methylation at usual RdDM targets in chromosome arms in *h1 h2aw-2*. Thus, maintenance of proper heterochromatin stability is also presumably important to restrain RdDM activity to specific genomic regions.

Although heterochromatin was long believed to be highly compact and inaccessible to transcriptional machinery, there is increasing evidence that low levels of accessibility within heterochromatin are required for proper heterochromatin formation by permitting access to various factors, including DNA and histone methyltransferases, that help maintain a heterochromatic state^42,43^. H2A.W is subject to specific modifications^44^, and its dynamic deposition likely participates in the regulation of chromatin accessibility through its interaction with H1 and other yet unknown factors.

## Methods

### Plant material

The *hta6* (SALK_024544C), *hta7* (GABI_149G05.01), *hta12* (SAIL_667_D09), and *cmt3-11* (SALK_148381) mutant lines used in this study were all in the Col-0 genetic background. Plants were grown in long-day conditions (16 h light, 8 h dark) at 23 °C with 50% relative humidity.

### CRISPR-Cas9 targeted mutagenesis

Design of optimal guide RNA (gRNA) sequences was performed using an online bioinformatic tool (https://www.genome.arizona.edu/crispr/index.html). The spacer (GTTTCGAAATCGATGAAAGC) was ligated between the two *BbsI* sites of the pEn-Chimera vector using annealed oligonucleotides (Supplementary Table 2) and then transferred by a single site Gateway LR reaction into the pDE-CAS9 binary vector. The detailed procedure and vectors are described in ref. ^45^. Col-0 plants were transformed by floral dipping^46^ and T1 transformants were isolated following BASTA selection. Identification of heritable targeted mutagenesis events was done by PCR amplification and sequencing of the region of interest. Two independent T2 lines were then selected that had segregated away the T-DNA coding for the gRNA and Cas9 expression cassette and contained a potential insertion of a single guanine 3 bp upstream of the protospacer adjacent motif (PAM) at the gRNA-targeted HTA6 5′ coding region. The +1 G insertion induces an early frame shift 89 bp downstream from the translation initiation site and a stop codon 195 bp downstream from the translation initiation site. 

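The 20-base guide sequence GTTTCGAAATCGATGAAAGC matches the nuclear genome of the TAIR10.1 assembly exactly at 1 place, on the minus strand of chromosome 5 from 24116053 to 24116072. This site is in the coding part of exon 1 of the 2 exons of HTA6, which is on the same strand, and the PAM next to it, CGG, covers 24116050 to 24116052. On the strand of the gene, the site with 30 bases on either side reads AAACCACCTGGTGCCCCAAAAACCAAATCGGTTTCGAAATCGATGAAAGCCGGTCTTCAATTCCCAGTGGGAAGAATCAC. A Cas9 cut 3 bases from the PAM leaves 89 of the 453 coding bases of HTA6 before it. With a G inserted at the cut, the first 30 amino acids are unchanged and the reading frame meets a stop codon at coding bases 196 to 198. No site with 1, 2 or 3 mismatches to the guide next to an NGG PAM was found elsewhere in the nuclear genome. The closest other sites, 2 in number, have 4 mismatches each and are both on the minus strand of chromosome 3 in coding sequence, from 8919895 to 8919914 in ALDH2C4 (AT3G24503) and from 16319120 to 16319139 in AT3G44770. Whether these sites were changed in the mutant plants was not analysed here.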

Segregation of the mutant allele was analyzed in the T3 generation and we confirmed that both T2 lines were homozygous for the mutation. The knockout nature of this *hta6-2* allele was confirmed by immunoblot analysis using a specific antibody (see Fig. 1d). In subsequent crosses, a dCAPS assay was used to identify the *hta6-2* allele through a single *Bsa*BI digestion (cuts the mutant allele) of the PCR product (Supplementary Table 2).

### Southern blot

Genomic DNA was extracted from rosette leaves using the Wizard^®^ Genomic DNA Purification Kit (Promega) following manufacturer’s instructions. 750 ng of DNA was digested overnight with 20 units of high fidelity *SspI* restriction enzyme (New England Biolabs) in Cutsmart^®^ buffer and electrophoresed through a 1% agarose (w/v) gel for 8 h. The gel was depurinated (10 min in 0.25 N HCl), rinsed, denatured (30 min in 0.4 N NaOH, 1.5 M NaCl), neutralized (30 min in 0.5 M Tris-HCl, 1.5 M NaCl) and capillary blotted onto a Hybond-N + membrane (Amersham) overnight. The membrane was UV-crosslinked at 150 mJ. The DNA probe was amplified from Col-0 DNA with primers indicated in Supplementary Table 2, gel-purified, and labeled with α-^32^P-dCTP using the random hexamer priming method (Megaprime DNA labeling system; Amersham) following manufacturer’s instructions and subsequently purified on illustra MicroSpin S-200 HR columns (GE Healthcare Life Sciences). Hybridization was performed using the PerfectHyb™ Plus hybridization buffer (Sigma) following manufacturer’s instructions, with overnight hybridization at 65 °C followed by one washing step (10 min) in 2X SSC 0.1% SDS and two washing steps (15 min each) in 0.5X SSC 0.1% SDS, all at 65 °C. The membrane was imaged on a Typhoon FLA 7000 (GE Healthcare Life Sciences).

### Inverse PCR

A total of 250 ng of Col-0 and *hta6-1* genomic DNA were digested by *Ssp*I and then column-purified using the Neo Biotech gel extraction kit. To favor self-recircularization of the *Ssp*I-digested fragments, ligation was performed at 15 °C for 16 h using 100 ng of the digested DNAs and 4.5 U of T4 DNA ligase (Promega) in a final volume of 100 µl. Following column purification (Neo Biotech gel extraction kit), 1/50 of the eluted DNA was used as a template for a first round of inverse PCR (iPCR) with primers that closely match the expected extremity of the translocation. A second round of PCR amplification was done using nested primers and a 1/100th dilution of the first amplification as template. A specific product of around 2.1 kb was obtained for the *hta6-1* genomic DNA and sequenced (Eurofins) to identify the left border of the translocation. The primers used for iPCR are reported in Supplementary Table 2.

### Transcript analysis

Total RNA was extracted with TRI Reagent (Sigma^®^) from 30 to 40 mg of fresh material following the manufacturer’s instructions. 8 µg of RNA were treated for 1 h at 37 °C with 12 units of RQ1 DNase (Promega^®^) followed by phenol-chloroform extraction and ethanol precipitation of RNA which was subsequently dissolved in water. One-step reverse-transcription quantitative PCR (RT-qPCR) was performed with the SensiFAST™ SYBR^®^ No-ROX One-Step kit (Bioline^®^) on an Eco™ Real-Time PCR System (Ilumina^®^) with the following program: 10 min at 45 °C, 5 min at 95 °C, and 40 cycles of 20 s at 95 °C and 30 s at 60 °C. A melting curve was generated at the end of the program to control for amplification specificity. Data was normalized to a reference gene and analyzed according to the 2^−ΔΔCt^ method. Means and standard errors of the mean were calculated from independent biological samples. Differences in the means for RT-qPCR data were tested using an unpaired Student’s *t* test with Welch’s correction with the *t.test* function of R version 3.4.0^47^.

### Nuclear cytology

Rosette leaves (fifth or sixth) from 3/4-week-old plants were fixed in 4% (v/v) formaldehyde/PBS 1X for 3 h at room temperature. Following fixation, leaves were placed between two layers of kitchen paper to remove excess buffer and a piece of approximately 0.5–1 cm^2^ leaf tissue was chopped with a razor blade in 125 μL of extraction buffer from the CyStain UV Precise P kit (Partec) in a petri dish. Extracts were passed through a 30 μm filter to isolate nuclei and kept on ice. The procedure was repeated by adding 125 μL of extraction buffer to the petri dish. After 2 min on ice, 20 μL of nucleus extract were supplemented with an equal volume of 60% acetic acid on a slide and stirred continuously with fine forceps on a 45 °C metal plate for 3 min; 60% acetic acid was added again and stirred for 3 min. The slide was cleared with an excess of an ethanol/acetic acid solution (3:1), air-dried and mounted with DAPI in Vectashield mounting medium (Vector Laboratories). Nuclei were visualized on a Zeiss Axio Imager Z1 epifluorescence microscope equipped with a PL Apochromat 100X/1.40 oil objective and images were captured with a Zeiss AxioCam MRm camera using the Zeiss ZEN software. The relative heterochromatin fraction was computed for each nucleus by calculating the ratio of the signal intensity at chromocenters over that of the entire nucleus using the ImageJ software (1.49 v).

### Nuclear protein extraction and immunoblot

Nuclear protein extracts for Western blot analyses were prepared as described in ref. ^23^ with few modifications. For each sample 300 mg of 10-day old seedlings or 200 mg of floral buds (for H2A.W antibody characterization in Supplementary Fig. 1c) are frozen in liquid nitrogen and disrupted in 2 mL Eppendorf tubes using Qiagen TissueLyser II and metal beads to fine powder. Total ground powder is transferred into 15 mL falcon tube containing 5 mL of nuclei isolation buffer (NIB; 10 mM MES-KOH pH 5.3, 10 mM NaCl, 10 mM KCl, 250 mM sucrose, 2.5 mM EDTA, 2.5 mM ß-mercaptoethanol, 0.1 mM spermine, 0.1 mM spermidine, 0.3% Triton X-100) and supplemented with protease and phosphatase inhibitors (Roche), followed by vortexing until a fine suspension was obtained. The suspension was filtered through two layers of Miracloth into 50 mL Falcon tubes, followed by washing the Miracloth with 10 mL of NIB. Remaining buffer was carefully squeezed out of the Miracloth into the tube. Nuclei were pelleted by centrifugation at 1000 x *g* at 4 °C for 5 min. The pellet was washed once with 5 mL of NIB and centrifuged again. Nuclei were re-suspended in 1 mL of NIB and transferred to Eppendorf tubes followed by centrifugation for 5 min at 4 °C at maximum speed. Finally, nuclei were re-suspended in 150 μL of 1x PBS supplemented with protease and phosphatase inhibitors (Roche), mixed with 50 μL of 4x Laemmli loading buffer and boiled for 5 min. Once the samples reached room temperature, 2 μL of Benzonase (Millipore) was added and incubated for 10 min on bench. Samples are again boiled for 3 min to inactivate Benzonase. Samples were spun at maximum speed for 5 min to pellet down insoluble fraction and supernatant is transferred to fresh Eppendorf tubes. For Western blot analyses, 10 μL for histone variants and 5 μL for H3 (used as a loading control) were loaded per lane. Nuclear proteins were resolved using NuPAGE 4–12% Bis-Tris protein gels. Resolved proteins were transferred onto PVDF membrane using Bio-Rad wet transfer unit. blot analysis was performed using 1:1000 diluted antibodies in 5% milk in TBST. H2A.W.6, H2A, H2A.X and H2A.Z antibodies are affinity-purified rabbit polyclonal antibodies made by GenScript USA Inc (Piscataway, NJ) against peptides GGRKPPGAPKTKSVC, CPKKAGASKPSADE, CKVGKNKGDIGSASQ, and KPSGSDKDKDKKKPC, respectively^22^. H2A.W.7, and γH2A.X antibodies are reported in a previous study^23^. H2A.W and H1 antibodies were generated using peptides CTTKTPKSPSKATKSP and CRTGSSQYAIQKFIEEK, respectively, at Eurogentec.

### RNA-seq

Total RNA was isolated with RNeasy Mini kit (Qiagen) from 10-day old seedlings in three replicates. DNase treatment was done on 2 µg of total RNA with DNA free DNase Kit (Invitrogen). From 1 µg of total RNA, rRNA was depleted using RiboZero kit (Illumina). NGS-libraries were generated using NEBnext Ultra II directional RNA library prep kit for Illumina and sequenced as PE75 reads on an Illumina NextSeq550.

Reads were trimmed and filtered for quality and adapter contamination using Trim Galore^48^ and aligned to the TAIR10 genome using STAR^49^. Reads aligning equally well to more than one position in the reference genome were discarded, and probable PCR duplicates were removed using MarkDuplicates from the Picard Tools suite^50^. Alignment statistics for each library are available in Supplementary Table 3. Read counts for each gene and TE were obtained using htseq-count^51^, with annotations from araport11^52^. Annotated TEs overlapping strongly (>80%) with an annotated TE gene were considered TE genes, and the TE annotation was discarded. Differential expression analysis was performed using DESeq2^53^, and genes were considered differentially expressed with an adjusted *p*-value <0.05 and abs[log_2_(fold change)] > 1.

### ATAC-seq

ATAC-seq was performed as described in ref. ^54^. Briefly, 0.5 g of freshly collected 10-day old seedlings were chopped in 4 mL of pre-chilled lysis buffer (15 mM Tris-HCl pH 7.5, 20 mM NaCl, 80 mM KCl, 0.5 mM spermine, 5 mM ß-mercaptoethanol, 0.2% Triton X-100). After chopping, the suspension was filtered through a 40 µM filter. Nuclei were further enriched using a sucrose gradient. Enriched nuclei were resuspended in 0.5 mL of pre-cooled lysis buffer with 4,6-Diamidino-2-Phenylindole (DAPI) and incubated for 15 min. DAPI-stained nuclei were sorted on FACS Aria III (BD Biosciences) with FACSDiva software (version 8). Sorted nuclei (50,000) were pelleted and washed once (10 mM Tris-HCl pH 8.0, 5 mM MgCl2). Tagmentation reaction was carried out using Nextera reagents (TDE1 Tagment DNA Enzyme (Catalog No. 15027865), TD Tagment DNA Buffer (Catalog No. 15027866)). Tagmented DNA was isolated using Qiagen MinElute PCR purification kit. NGS libraries were amplified using NEBNext high fidelity 2X master mix and Nextera primers. The number of PCR cycles was determined using a method described in ref. ^55^. NGS-libraries were PE75 sequenced on an Illumina NextSeq550.

Reads were trimmed and filtered as indicated above (RNA sequencing), and aligned to TAIR10 using bowtie2^56^. Reads aligning to multiple positions and PCR duplicates were removed (see RNA sequencing). Only properly paired reads were retained for the analysis. Alignment statistics for each library are available in Supplementary Table 4. Sample tracks and peaks in WT and *h2a.w-2* were obtained using Genrich^57^ with parameters -p 0.01, -a 200, -l 100, and -g 100. ChrM, ChrC, and several rRNA regions with very high coverage were omitted from the analysis. Metaplots of ATAC-seq signal over various genomic regions were created using deeptools^58^. Plots of ATAC-seq signal over entire chromosomes are based on average signal over 1 kb non-overlapping bins tiled genome-wide, calculated using deeptools. Smoothed conditional mean of the signal was computed using the LOESS smoothing method with bin width span 0.1 and plotted using R^47^. A comparison of the ATAC-seq data generated in this study with selected published ATAC-seq datasets is provided in Supplementary Fig. 11.

### Whole genome bisulfite sequencing

Genomic DNA was extracted from the aerial portions of 10-day old seedlings using the Wizard^®^ Genomic DNA Purification Kit (Promega) following manufacturer’s instructions. For WT and *h2a.w-2* replicates 1 and 2, sodium bisulfite conversion, library preparation, and sequencing on a Hiseq 4000 were performed at the Beijing Genomics Institute (Hong Kong) from 1 µg DNA, producing paired 100-bp (replicate 1) or 150-bp (replicate 2) paired-end reads. For remaining samples, methylated adapters were ligated prior to bisulfite treatment using the ZYMO EZ DNA methylation Gold kit, libraries were prepared using the Nugen ultralow methyl-seq kit and sequenced on NovaSeq 6000. Reads were trimmed, mapped to the TAIR10 genome, and methylation called using methylpy (version 1.4.3). Only uniquely mapping reads were retained. Alignment statistics for each library are available in Supplementary Table 5. Pericentromeres and chromosome arm regions were defined based on H3K9me2 distribution^59^.

### ChIP-seq

ChIP was performed as described in ref. ^60^. Briefly, 3 g (approx. 0.3 mg for each immunoprecipitation (IP)) of 10-day old seedlings were fixed in 1% PFA. Fixed seedlings were ground to fine powder in liquid nitrogen using a mortar and pestle. Nuclei were isolated using M2 buffer (10 mM phosphate buffer pH 7.0, 100 mM NaCl, 10 mM ß-mercaptoethanol, 10 mM MgCl_2_, 0.5% Triton X-100, 1 M hexylene glycol, 1× cOmplete protease inhibitor cocktail) and M3 buffer (10 mM phosphate buffer pH 7.0, 100 mM NaCl, 10 mM ß-mercaptoethanol, 1× cOmplete protease inhibitor cocktail). Chromatin shearing was done using a Covaris E220 with the following settings: treatment time 15 min, acoustic duty factor % 5.0, PIP 140 W, Cycles per burst 200 and max temperature 8 °C. IP, washes, and DNA isolation were carried out as described in ref. ^60^. A total of 5 µl of each antibody (1 mg/mL) is used for IP. H2A, H2A.X and H2A.Z antibodies are reported in a previous study^22^. H3 (ab1791 Abcam), H3K9me1 (ab8896 Abcam), H3K9me2 (ab1220/Abcam), H3K27me1 (17-643/Millipore), and H1 (AS111801/Agrisera) antibodies were obtained from commercial sources. NGS libraries were generated using Ovation Ultralow Library System V2 (NuGEN) for replicate 1 and NEBNext Ultra II DNA preparation kit for replicate 2. NGS-libraries were SR75 sequenced on an Illumina NextSeq550.

Reads were trimmed, filtered, and aligned using bowtie2, and multi-mapping reads and PCR duplicates were removed, all as indicated above (see ‘ATAC-seq’ section). Alignment statistics for each library are available in Supplementary Table 6. Sample tracks and metaplots over genomic regions were obtained using deeptools^58^ bamCoverage (–normalizeUsing CPM). All samples except for H3 were normalized to their matched H3 sample using deeptools bamCompare. Plots over entire chromosomes were obtained from average ChIP-seq signal over 1 kb non-overlapping bins tiled genome-wide and smoothed using the same approach as the ATAC-seq data. H2A.W ChIP-seq data were re-analyzed from ref. ^22^.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Data supporting the findings of this work are available within the paper and its Supplementary Information files. A reporting summary for this Article is available as a Supplementary Information file. The datasets and plant materials generated and analyzed during the current study are available from the corresponding author upon request. High throughput sequencing data has been deposited in the Gene Expression Omnibus (GEO) database and can be accessed with the accession number GSE146948. The source data underlying Figs. 1b, d, 4a, and 5a, as well as Supplementary Figs. 1, 5a, 6c and 7b are provided as a Source Data file.

## Source data

Source Data

# Supplementary material for: The histone variant H2A.W and linker histone H1 co-regulate heterochromatin accessibility and DNA methylation
**Source:** Nat Commun. 2021 May 11;12:2683. doi: 10.1038/s41467-021-22993-5
**Supplement:** Supplementary file 1 — Supplementary Information

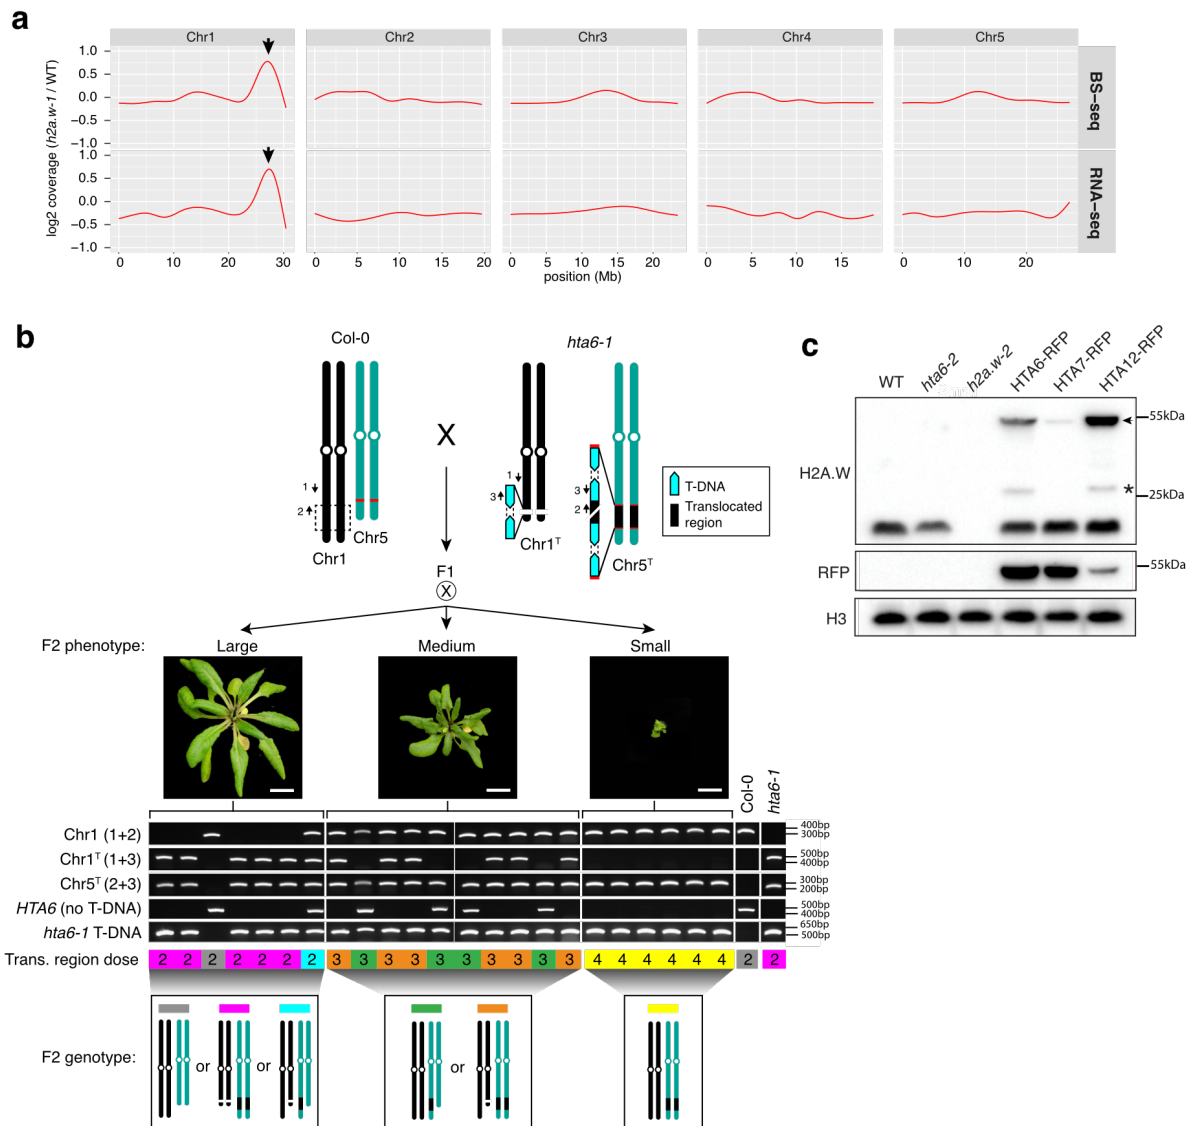

**Supplementary Fig. 1. The *hta6-1* line contains a genomic rearrangement.** **a** Sequencing coverage of published *h2a.w-1* BS-seq and RNA-seq data <sup>1</sup>. Locally weighted scatterplot smoothing (LOESS) fit of the  $\log_2(h2a.w-1 / WT)$  coverage ratio over non-overlapping 1 kb windows along the five *Arabidopsis* chromosomes. The black arrow indicates the genomic location of *CMT3*. **b** Scheme of a backcross between WT (Col-0) and *hta6-1*. Schematic representation of chromosomes 1 and 5 in the parental plants is shown. The *hta6-1* line harbors a large translocation of chromosome 1 to chromosome 5 linked to the *HTA6* gene (in red). A schematic representation of the T-DNA-associated rearrangements is shown. Partial characterization of these rearrangements was done by inverse PCR on *hta6-1*-circularized DNA after *Ssp*I digestion and by direct PCR amplification using primers specific to chromosome 1 and 5 and a T-DNA-specific primer (black arrows). On chromosome 5, the orientation of the chromosome 1 translation is unknown and is shown arbitrarily. The translocated part is flanked by T-DNA sequences at both sides in a likely complex genomic

structure as we were unable to PCR amplify chromosome 1 / chromosome 5 junctions. At chromosome 1, the ~5 Mb missing region is replaced by T-DNA/vector sequences. Plant pictures show representative images of the three plant phenotypes segregating in the F2 progeny of the Col-0 x *hta6-1* cross (scale bar = 1 cm). PCR analysis of the segregation of the *hta6-1* T-DNA and the chromosome 1 and 5 rearrangements in F2 plants of each phenotype is shown. Two independent experiments were performed with similar results. Genomic dose of the chromosome 1 translocated region is indicated below the gels, together with a schematic representation of the inferred corresponding chromosome 1 and 5 structures. **c** Western blot confirming the specificity of the H2A.W antibody. The antibody was tested on total nuclear extracts. No band is detected in *h2a.w-2* suggesting its specificity to H2A.W. Furthermore, the H2A.W antibody reacts to all H2A.W-RFP fusion proteins (bands indicated by the arrow) with different affinities, indicating that the antibody recognizes all three H2A.W variants. H3 antibody staining is carried out as loading control. Bands marked by an asterisk indicate a degradation product of H2A.W-RFP. Two independent experiments were performed with similar results. Source data for Supplementary Fig. 1a-c are provided as a Source Data file.

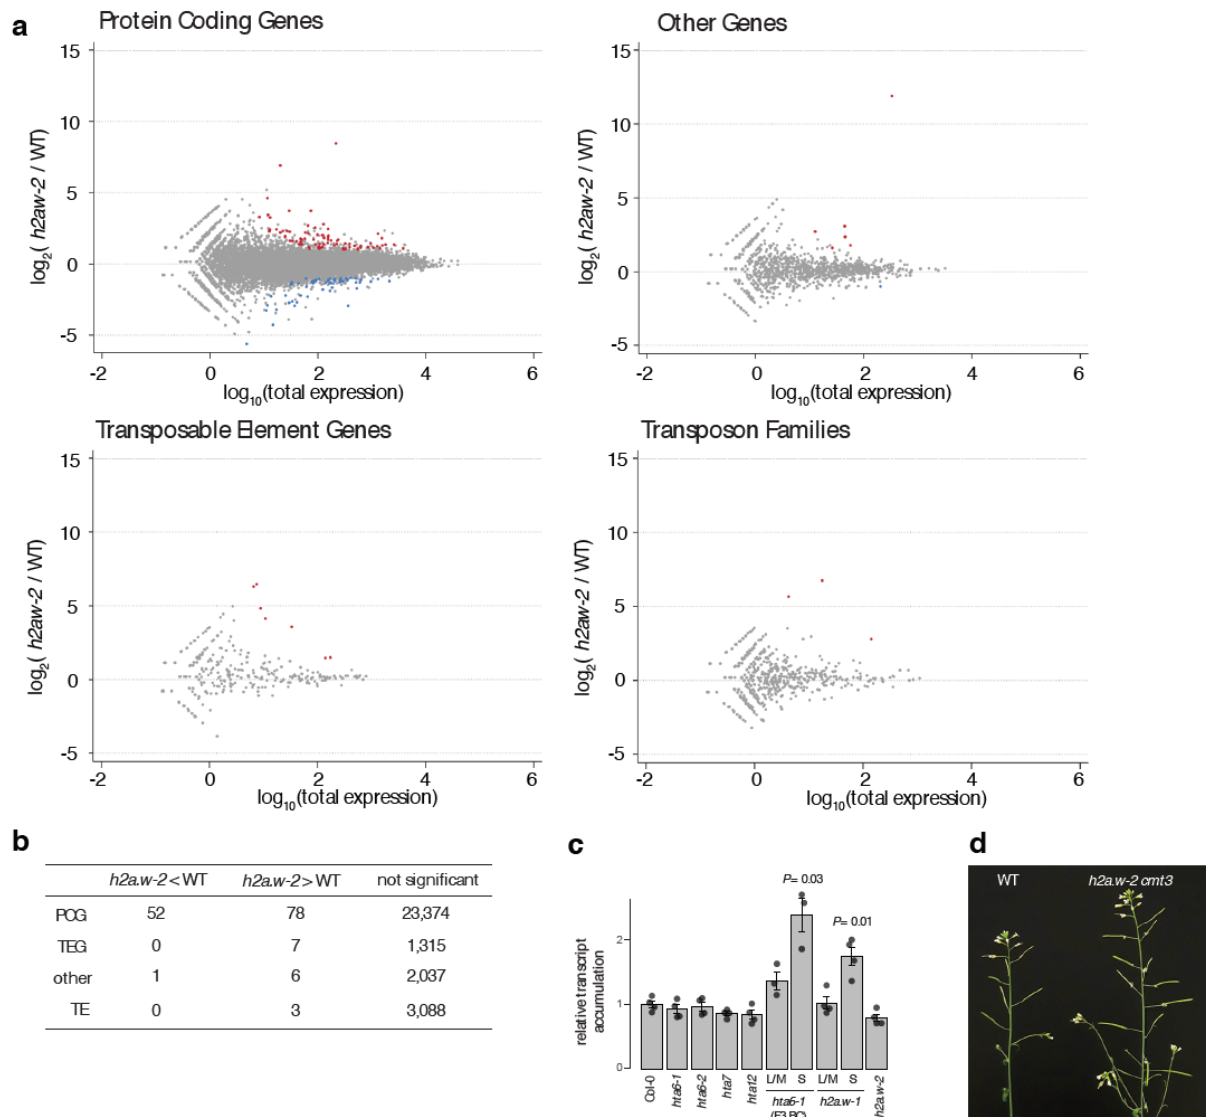

**Supplementary Fig. 2. Transcriptional changes in *h2a.w-2*.** **a** MA-plots of genes and TEs obtained using DEseq2<sup>2</sup>. Genes were separated into protein coding, transposable element genes, and all other genes (ncRNAs, etc.). Significantly upregulated genes in *h2a.w-2* are highlighted in red, downregulated genes are in blue. **b** Summary of differentially expressed genes and TEs in *h2a.w-2*. **c** Quantification of *CMT3* transcripts by RT-qPCR in the indicated genotypes. L/M and S refer to Large/Medium and Small plant phenotypes, respectively (see Supplementary Fig. 1b). Plants with an S phenotype contain four doses of the chromosome 1 rearranged region. Statistically significant differences between the means from mutant and WT were tested with an unpaired two-sided Student's t-test. Statistically significant *p*-values (\*:  $P < 0.05$ ) are indicated. *CMT3* transcript levels are normalized to *ACT2* and further normalized to Col-0. Sample means are shown with error bars representing standard error of the mean ( $n=3$  biologically independent replicates for *hta6-1* F3 BC samples,  $n=4$  biologically independent

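The features of the authors' deposited table were divided into 23786 PCGs, 1324 TE genes, 1760 other genes and 3091 TEs. TEs were told by their identifiers, and genes were sorted by the class of their locus in the RefSeq annotation. Every locus listed there as a pseudogene was taken as a TE gene, so this class may also hold other pseudogenes. DESeq2 gives no adjusted p-value to features with few reads, and 8478 features had none in the authors' deposited table for h2a.w-2. Of the other genes, 609 had an adjusted p-value there, and 6 were upregulated and 1 was downregulated, with 53 at an unadjusted p-value under 0.05. With an adjusted p-value under 0.1 in place of 0.05, 11 other genes changed. In the model fitted to the recovered reads, AT2G01422 was the only gene of this class called, with a log2 fold change of 10.46 (limma voom, adjusted p = 8.28e-05). This fold was not set against the floor of 3 reads per library, so its size is not interpreted.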

replicates for others). **d** The *h2a.w-2 cmt3* quadruple mutants develop normally. Representative pictures of WT and *h2a.w-2 cmt3* plants.

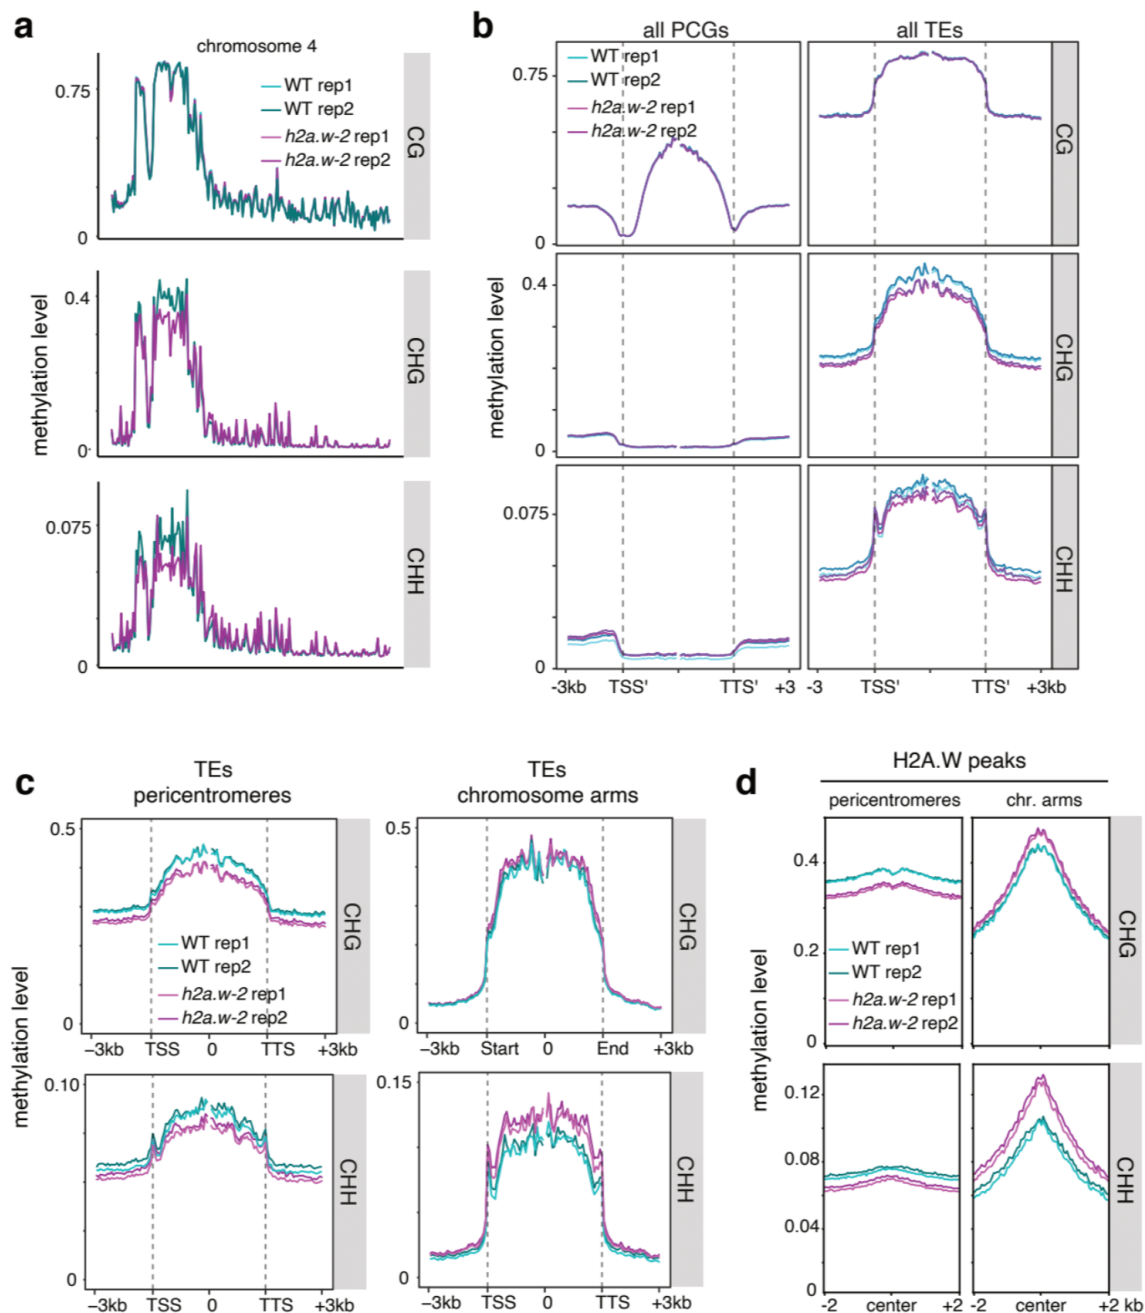

**Supplementary Fig. 3. DNA methylation patterns in *h2a.w-2*.** **a** Average DNA methylation levels in the CG, CHG, and CHH sequence contexts, in 100 kb windows across chromosome 4 in individual WT and *h2a.w-2* replicates. **b** CG, CHG, and CHH methylation levels over all Arabidopsis protein coding genes (PCGs) and all Arabidopsis TEs in WT and *h2a.w-2*. PCGs and TEs were aligned at the 5' (left dashed line) and 3' end (right dashed line), and sequences 3 kb upstream or downstream were included, respectively. Average methylation over 100 bp bins is plotted. **c** Metaplots of CHG and CHH methylation levels over TEs located in pericentromeric heterochromatin and TEs located in chromosome arms in WT and *h2a.w-2*. **d** CHG and CHH methylation levels over H2A.W peaks in the chromosome arms and pericentromeres.

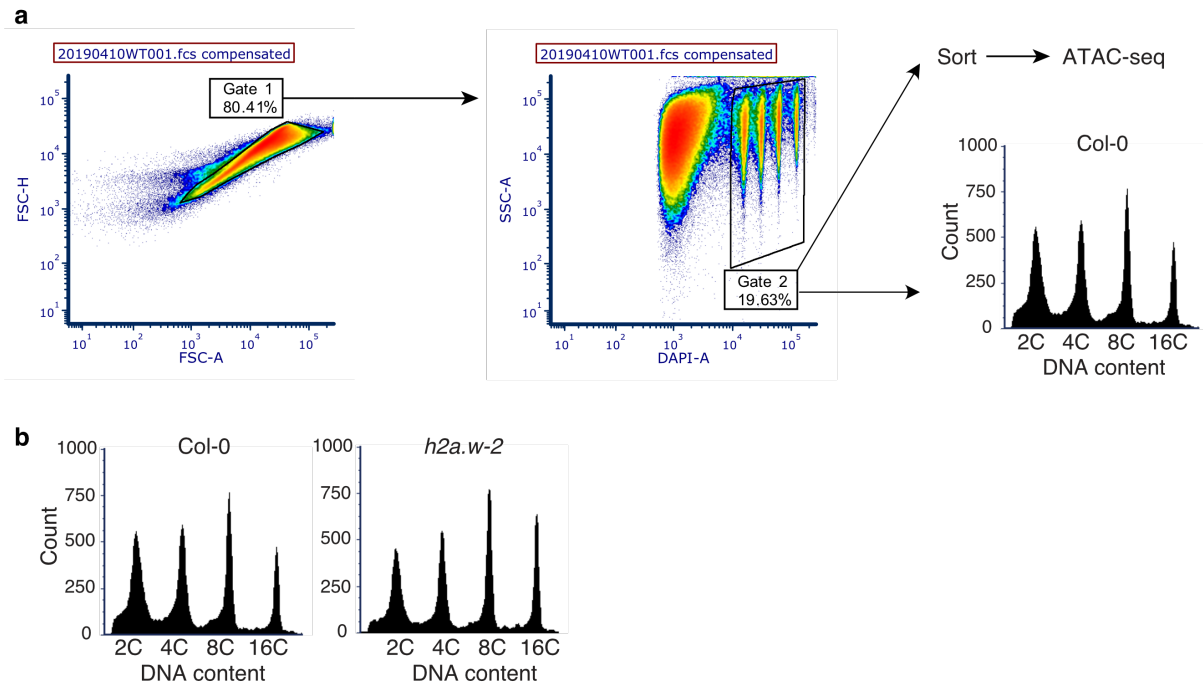

**Supplementary Fig. 4. *h2a.w-2* does not cause endoreduplication defects. a** FACS gating/sorting strategy scheme used for nuclei analysis and sorting. **b** Flow cytometry profiles of nuclei isolated from 10-day old seedlings of Col-0 and *h2a.w-2*. The X-axis represents ploidy level or DNA content and the Y-axis represents the number of nuclei.

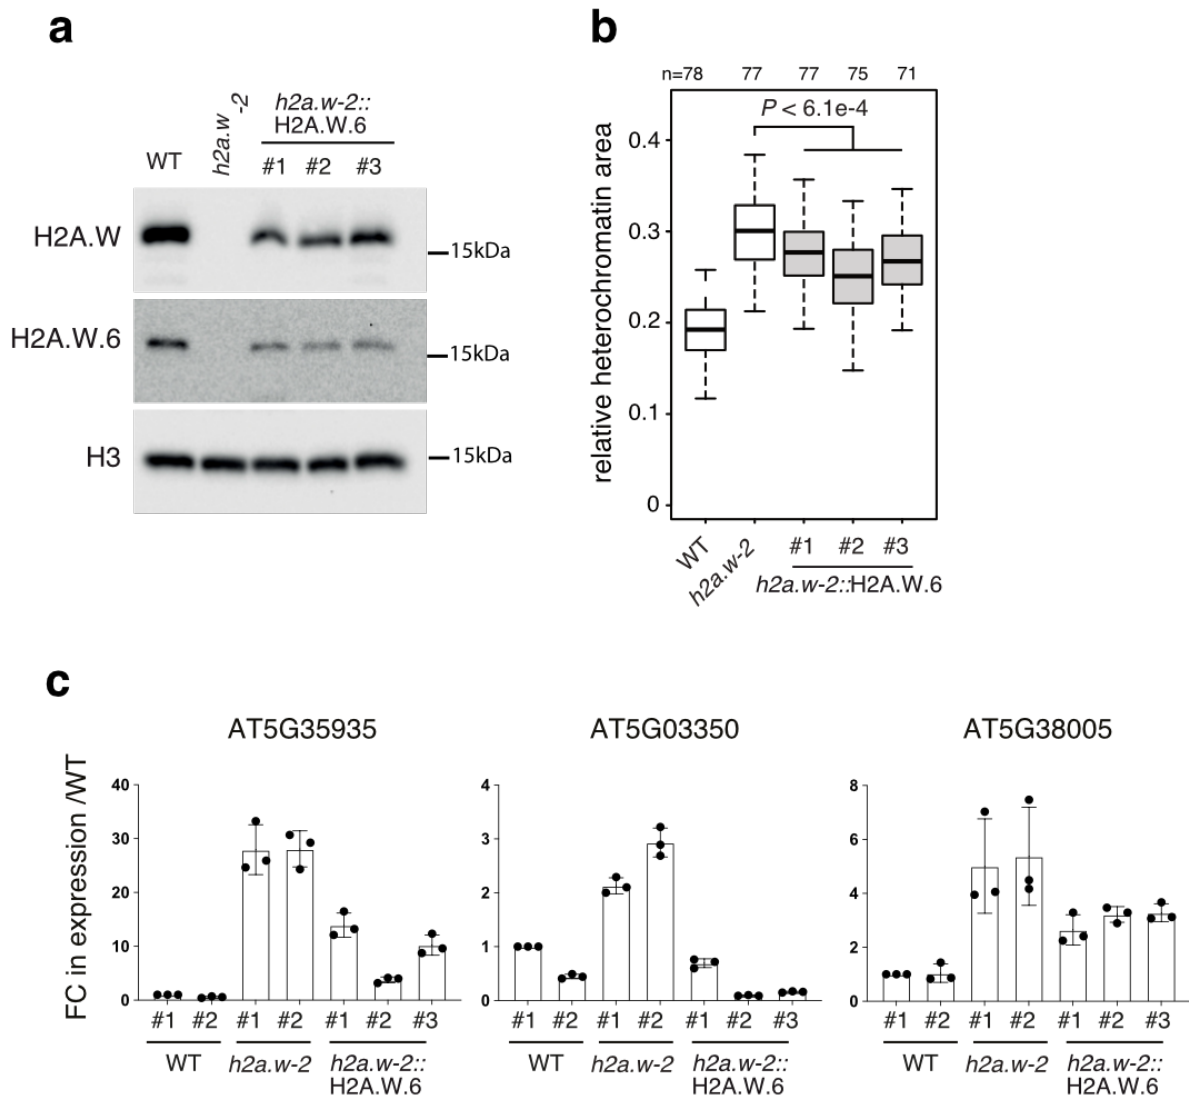

**Supplementary Fig. 5. Complementation of *h2a.w-2*.** **a** Western blot confirming expression of H2A.W.6 in three *h2a.w-2* complementation lines and WT and *h2a.w-2* controls. Two independent experiments were performed with identical results. **b** Partial rescue of relative chromocenter fraction in H2A.W.6-complemented *h2a.w-2* lines. Number of analyzed nuclei are indicated on the top. Whiskers indicate 1.5X IQR. Outliers are represented by circles. Relative chromocenter fraction in rescued lines significantly lower than in *h2a.w-2* ( $P = 6.1e-4$ , two-sided Wilcoxon rank sum test). **c** Relative expression of three genes upregulated in *h2a.w-2* in WT, *h2a.w-2*, and *h2a.w-2::H2A.W.6* by qPCR. Source data for Supplementary Fig. 5a are provided as a Source Data file.

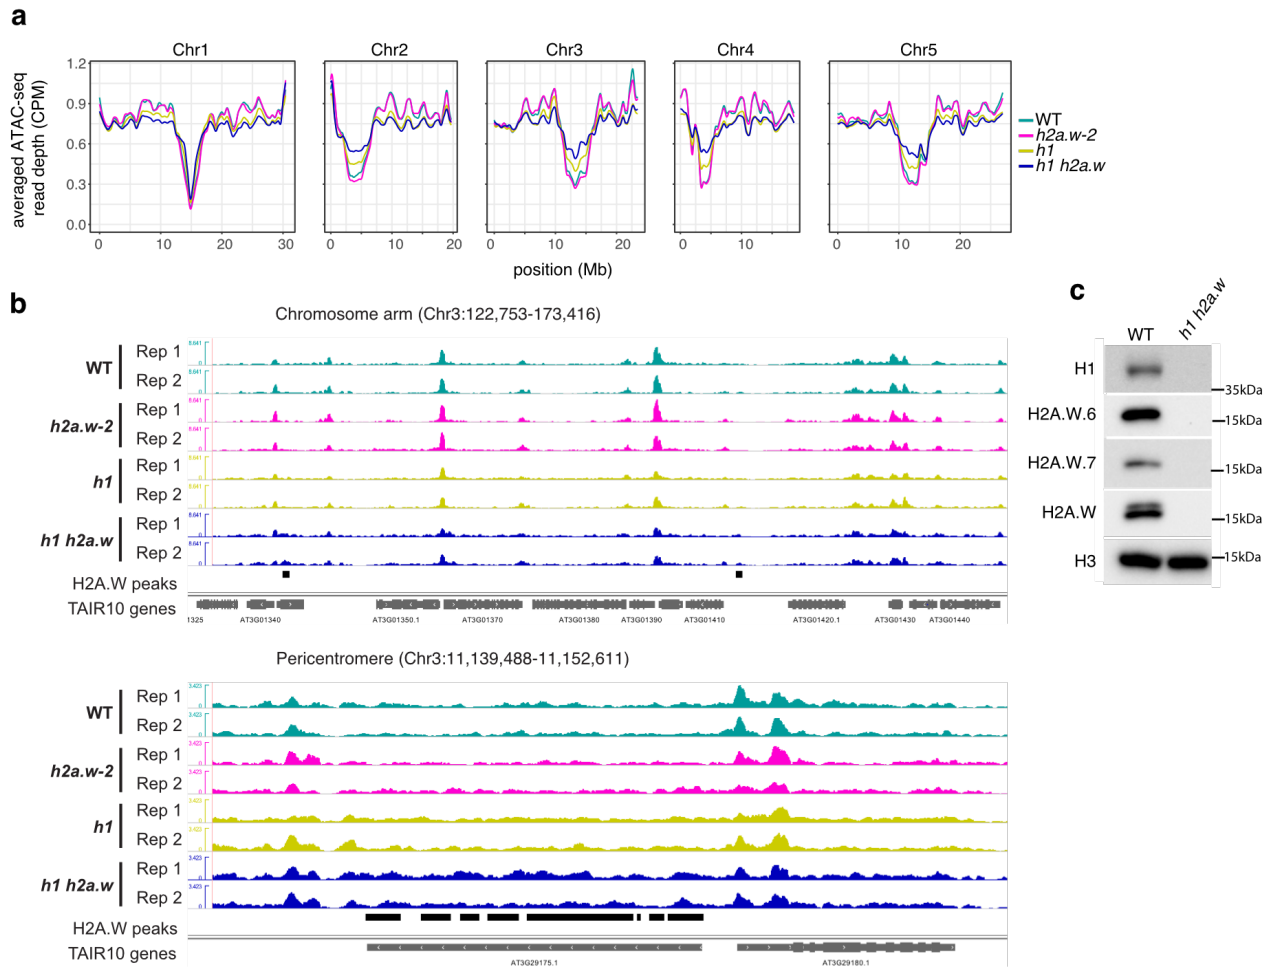

**Supplementary Fig. 6. H1 and H2A.W regulate heterochromatin accessibility.** **a** Locally weighted scatterplot smoothing (LOESS) fit of ATAC-seq read depth averaged in 50 kb bins across all *Arabidopsis* chromosomes in indicated genotypes. Average of two replicates is shown. **b** Genome browser views of genomic regions on the left arm (top) and on the pericentromere (bottom) of chromosome 3. The two ATAC-seq replicates for each genotype are shown. **c** Western blot confirming *h1 h2a.w* quintuple loss of function mutant. Two independent experiments were performed with identical results. Source data for Supplementary Fig. 6c are provided as a Source Data file.

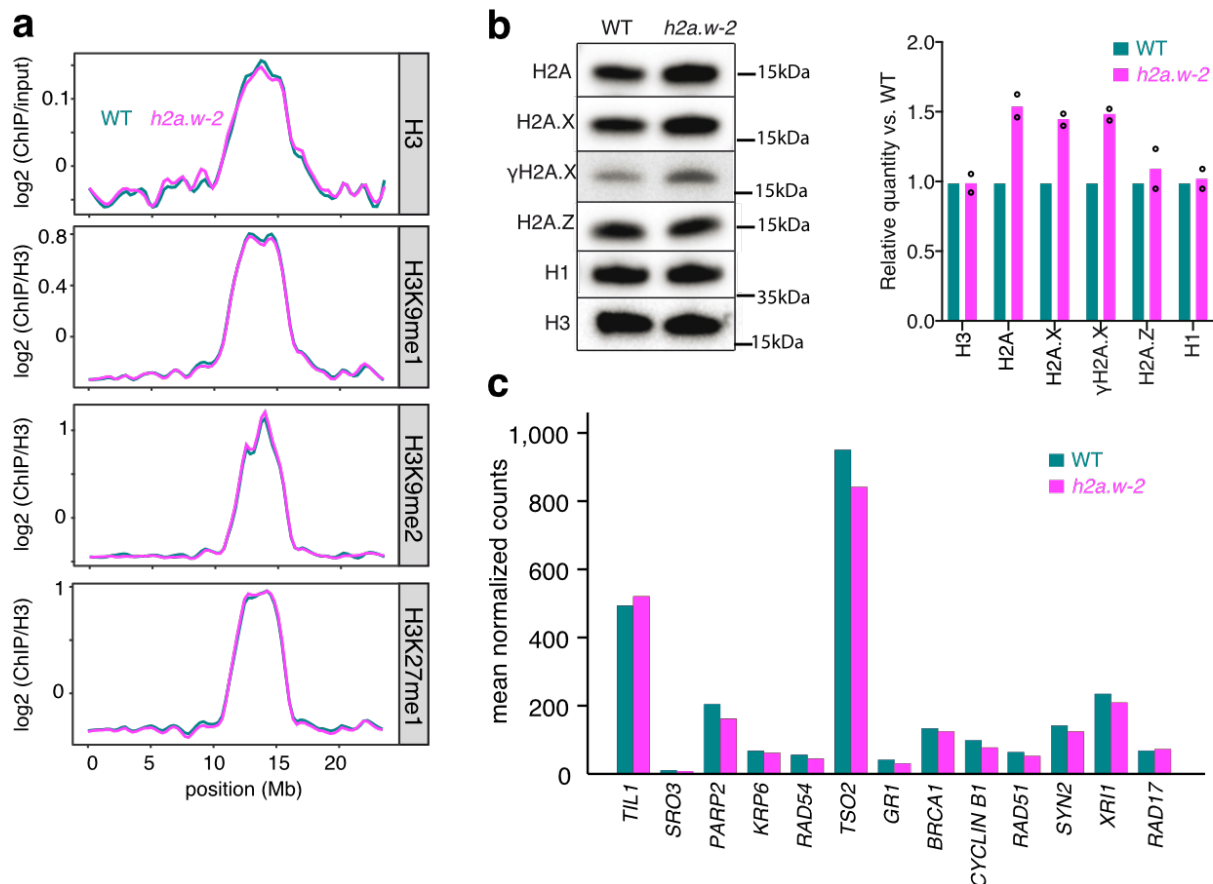

**Supplementary Fig. 7. Patterns of heterochromatic H3 modifications and accumulation of H2A variants in *h2a.w-2*.** **a** Locally weighted scatterplot smoothing (LOESS) fit of H3, H3K9me1, H3K9me2, and H3K27me1 levels averaged in 1 kb bins across chromosome 3 in WT and *h2a.w-2*. Average of two replicates shown. **b** Western blot comparing replicative H2A, H2A.X,  $\gamma$ H2A.X, H2A.Z, and H1 protein levels between Col-0 and *h2a.w-2*. Western was performed on nuclear extracts. H3 is used as a loading control. Bar plot represents the quantification of protein levels. The plot was generated using data from two independent experiments. **c** Comparison of the expression levels of 13 genes upregulated in response to DNA damage<sup>3</sup> in *h2a.w-2* and WT. Source data for Supplementary Fig. 7b are provided as a Source Data file.

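The gene symbols of the panel were matched to loci by the RefSeq gene table, except PARP2, which was taken as AT2G31320 after comparison with the bars of the panel, while RefSeq gives that symbol to AT4G02390. Mean normalized counts in the authors' deposited table ran from 9.26 for SRO3 (AT1G70440) to 896 for TSO2 (AT3G27060), so SRO3 could show only a large change at this depth. CYCB1;1 (AT4G37490) had 109, 119 and 87 reads in WT libraries A, B and C and 108, 97 and 31 reads in libraries A, B and C labelled h2a.w-2. BRCA1 (AT4G21070) had 107, 190 and 125 reads in WT and 193, 147 and 45 reads in the libraries labelled h2a.w-2. For both genes the libraries labelled h2a.w-2 were further apart than the group means, and the authors' deposited table gives log2 fold changes of -0.34 (standard error 0.32) and -0.09 (standard error 0.38).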

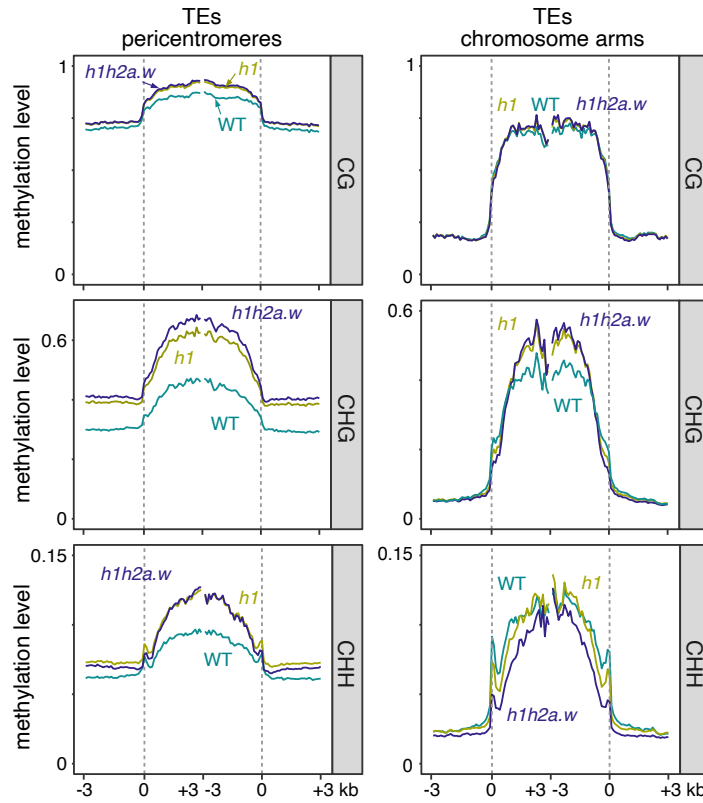

**Supplementary Fig. 8. DNA methylation profiles at TEs in *h1* and *h1 h2a.w*.** CG, CHG, and CHH methylation levels over TEs in pericentromeres and chromosome arms in WT, *h1* and *h1 h2a.w*. TEs were aligned at the 5' (left dashed line) and 3' end (right dashed line), and sequences 3 kb upstream or downstream were included, respectively. Average methylation over 100 bp bins is plotted.

```

H1.1 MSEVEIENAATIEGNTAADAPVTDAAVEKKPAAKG---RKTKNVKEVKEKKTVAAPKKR 57
H1.2 -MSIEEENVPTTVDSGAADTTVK--SPEKKPAAKGGKSKKTTTAKATKKPVKAAAPTXXX 57
      .:* **..* .. **:.*: : ***** :**...* .*: ..**..*:

H1.1 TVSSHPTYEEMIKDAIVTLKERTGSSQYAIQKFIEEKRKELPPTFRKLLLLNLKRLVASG 117
H1.2 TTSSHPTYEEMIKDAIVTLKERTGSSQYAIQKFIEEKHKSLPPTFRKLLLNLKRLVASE 117
      *.*****.*****.*****.*****

H1.1 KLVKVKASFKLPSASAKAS-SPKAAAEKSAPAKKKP-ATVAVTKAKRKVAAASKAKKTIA 175
H1.2 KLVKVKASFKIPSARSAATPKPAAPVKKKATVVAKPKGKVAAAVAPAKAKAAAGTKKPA 177
      *****:*** : *: .* *..:*. *.. ** ..**.: * *. **:*. *

H1.1 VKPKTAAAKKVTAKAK---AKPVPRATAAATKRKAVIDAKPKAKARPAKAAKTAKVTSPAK 232
H1.2 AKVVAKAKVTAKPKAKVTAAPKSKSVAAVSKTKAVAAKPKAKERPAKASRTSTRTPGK 237
      .* : * ....*** *** .:.*.*: * ** ***** **:*. **.*

H1.1 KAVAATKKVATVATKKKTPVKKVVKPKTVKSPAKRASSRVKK- 274
H1.2 KVAAPAKKVAVT---KKAPAKSVK----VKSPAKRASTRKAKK 273
      *..*.:****. **:*.*.* *****.* *

```

**Supplementary Fig. 9. Alignment of *Arabidopsis* Histone H1.1 and H1.2.** The alignment was generated using Clustal Omega (<https://www.ebi.ac.uk/Tools/msa/clustalo/>). SPKK-like motifs in C-terminal tails of H1 are highlighted in blue.

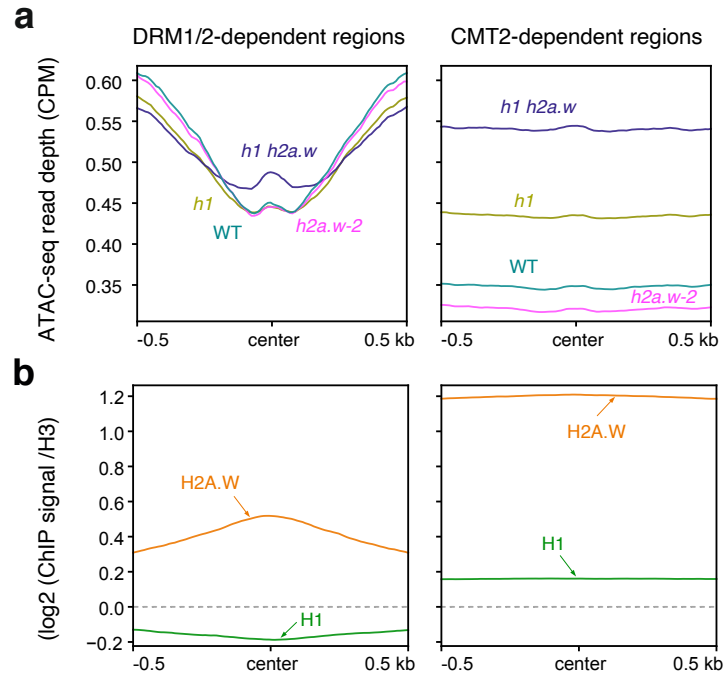

**Supplementary Fig. 10. Chromatin accessibility and H2A.W and H1 enrichment at DRM1/2- and CMT2-dependent regions. a** ATAC-seq read depth over DRM1/2- and CMT2-dependent regions in the indicated genotypes. Average of two replicates shown. **b** Wild-type levels of H2A.W and H1 over DRM1/2- and CMT2-dependent regions.

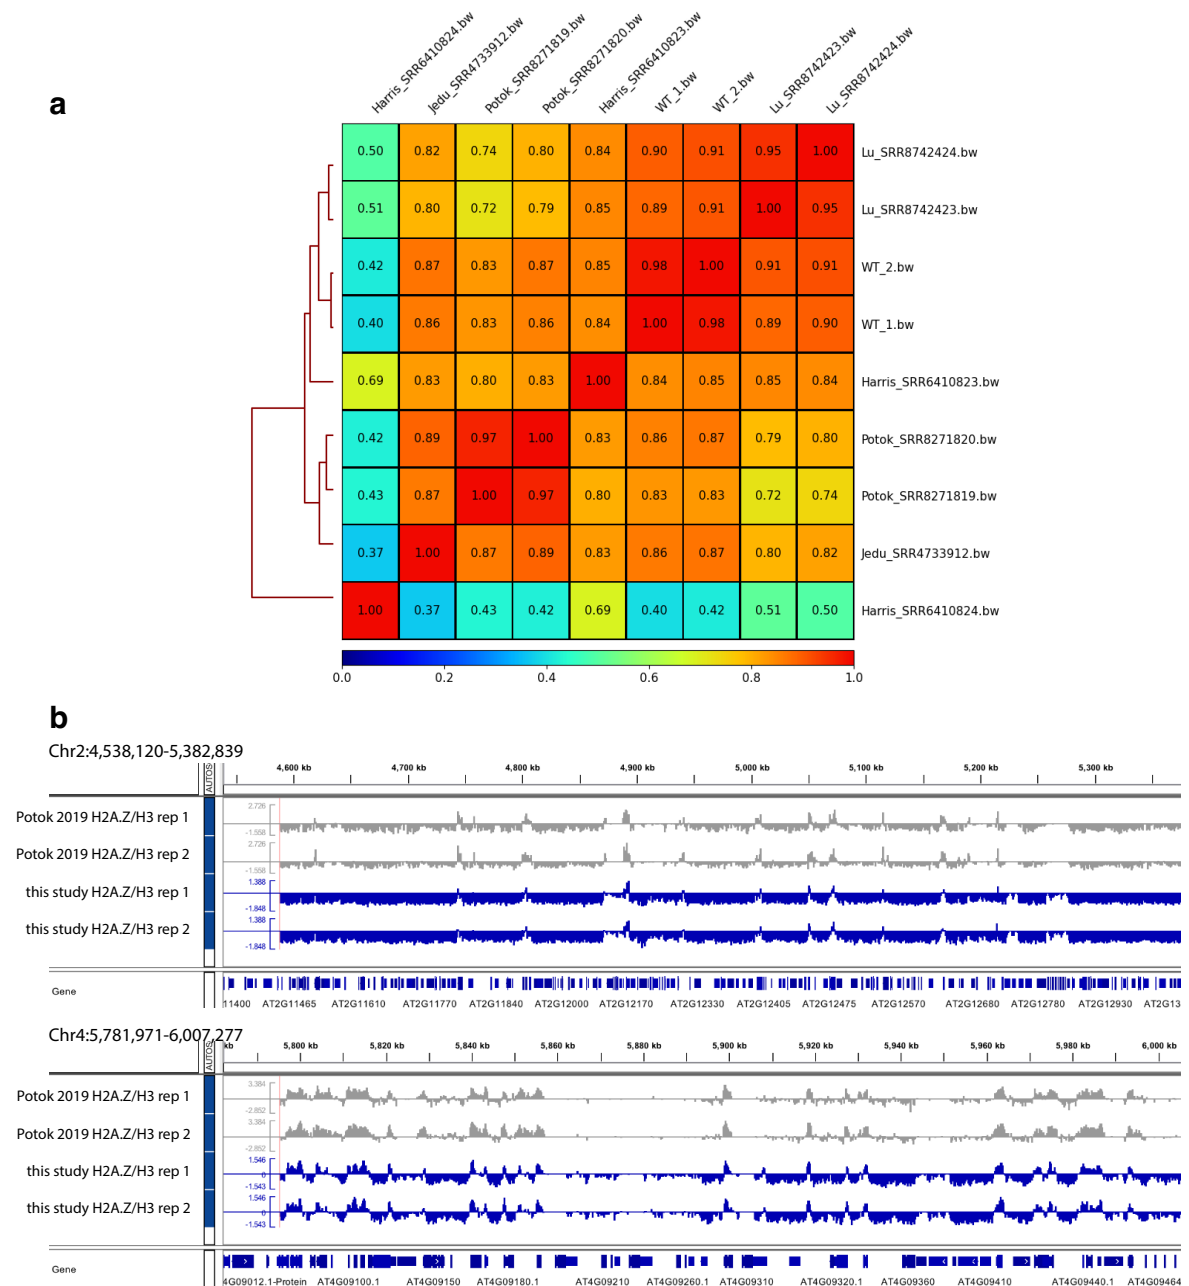

**Supplementary Fig. 11. Comparison of ATAC-seq and H2A.Z ChIP-seq data generated in this study with previously published data. a** Hierarchical heatmap of ATAC-seq replicates described in this study (WT\_1 and WT\_2) and published ATAC-seq datasets based on Spearman correlation coefficients. Clusters were constructed using complete linkage. Colors represent the correlation coefficients that are also indicated in each box. **b** Genome browser views of H2A.Z ChIP-seq replicates described in this study and H2A.Z ChIP-seq replicates published in Potok et al 2019 <sup>4</sup>

**Supplementary Table 1.** List of TEs with significantly increased copy number in *h2a.w-1* vs. WT BS-seq data <sup>1</sup>

| Chromosome | Start      | End        | TE accession | Strand | WT (RPM) | <i>h2a.w-1</i> (RPM) | Log <sub>2</sub> ratio ( <i>h2a.w-1</i> / WT) | P val  |
|------------|------------|------------|--------------|--------|----------|----------------------|-----------------------------------------------|--------|
| Chr1       | 24 604 957 | 24 605 560 | AT1TE80825   | +      | 6.72     | 20.48                | 1.61                                          | 0.0077 |
| Chr1       | 24 704 986 | 24 706 028 | AT1TE81150   | +      | 7.47     | 22.04                | 1.56                                          | 0.0066 |
| Chr1       | 25 159 042 | 25 163 500 | AT1TE82600   | +      | 59.64    | 145.89               | 1.29                                          | 0.0000 |
| Chr1       | 25 180 003 | 25 182 025 | AT1TE82640   | +      | 9.28     | 25.23                | 1.44                                          | 0.0072 |
| Chr1       | 25 639 634 | 25 641 849 | AT1TE84070   | -      | 10.22    | 27.76                | 1.44                                          | 0.0061 |
| Chr1       | 26 030 838 | 26 036 307 | AT1TE85290   | -      | 43.49    | 88.85                | 1.03                                          | 0.0001 |
| Chr1       | 26 366 602 | 26 371 673 | AT1TE86360   | +      | 60.23    | 154.77               | 1.36                                          | 0.0000 |
| Chr1       | 26 374 207 | 26 375 957 | AT1TE86375   | +      | 10.53    | 28.95                | 1.46                                          | 0.0041 |
| Chr1       | 26 779 007 | 26 781 652 | AT1TE87630   | -      | 11.56    | 28.01                | 1.28                                          | 0.0075 |

**Supplementary Table 2. List of primers used in this study.**

| target                                               | name                                                            | primer sequence                                                                   | comment                                                                 |
|------------------------------------------------------|-----------------------------------------------------------------|-----------------------------------------------------------------------------------|-------------------------------------------------------------------------|
| RTqPCR / qPCR                                        |                                                                 |                                                                                   |                                                                         |
| CMT3                                                 | CMT3 qPCR pri3F<br>CMT3 qPCR pri3R                              | GACGTGCGATTGTTGATGAG<br>AGTTTCCCATTAGCCCCCTTC                                     | from Pecinka et. al. Plant Cell 2010                                    |
| TSI                                                  | TSIqF<br>TSIqR                                                  | CTTACCCCTTTGATTCATGAATCCTT<br>GATGGGCAAAAGCCCTCGGTTTTAAAAATG                      |                                                                         |
| ACT2                                                 | act2pri3F<br>act2pri3R                                          | GGCTTAAAAAGCTGGGGTTT<br>TTGTACACACAAGTGATCA                                       |                                                                         |
| MULE                                                 | MULEqF<br>MULE R2                                               | GGCACTTCAATTGTGCTTTTCTCT<br>GATACTTGTTGACAAGTGTTTAGCAAGCC                         |                                                                         |
| 45S rDNA                                             | 18S qF<br>18S qR                                                | AAACGGCTACCACATCCAAG<br>CCTCCAATGGATCCTCGTTA                                      |                                                                         |
| 180bp                                                | 180all-F<br>180all-R                                            | ACCATCAAAGCCTTGAGAAGCA<br>CCGTATGAGTCTTTGTCTTTGTATCTTCT                           |                                                                         |
| Genotyping                                           |                                                                 |                                                                                   |                                                                         |
| hta6-1                                               | H2A.W.6-TDNA-RP<br>hta6 screen R<br>LBb1                        | AATACATAGTCACGGGATCG<br>GCTCCAGAACCTGAGATCAATAA<br>GCGTGACCGCTTGCTGCAACT          | BsaBI cuts mutant amplicon                                              |
| hta6-2                                               | 1931<br>1932                                                    | AATTTGAGTAATCGATAACCGTAGC<br>CTTCCCACTGGGAATTGAAGACCGGaT                          |                                                                         |
| hta7                                                 | H2A.W.7_GAB1_149G05_LP<br>H2A.W.7_GAB1_149G05_RP<br>GAB1-Kat-LB | TTAAATTCTAAACCCACCGG<br>TTTGGAGCTTTTGAACAATGG<br>ATATTGACCATCATCTCAATTGC          |                                                                         |
| hta12                                                | H2A.W.12_SAIL_667_D09_LP<br>H2A.W.12_SAIL_667_D09_RP<br>LB3     | AGTTTCTGTCGCTAGGATCG<br>TCAGTTTTGTTTTCCATCGG<br>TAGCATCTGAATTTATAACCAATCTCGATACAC |                                                                         |
| chr1 WT                                              | (1) hta6 no rearran F1<br>(2) hta6R3                            | ATCTGCAGTTTAATTTAGTTCACCA<br>AGGATAACCAAGTGAATCCATTTTGC                           | primers numbered as in Supplementary figure 1b                          |
| chr1T                                                | (1) hta6 no rearran F1<br>(3) LBb1                              | ATCTGCAGTTTAATTTAGTTCACCA<br>GCGTGGACCGCTTGCTGCAACT                               |                                                                         |
| chr5T                                                | (2) hta6R3<br>(3) LBb1                                          | AGGATAACCAAGTGAATCCATTTTGC<br>GCGTGGACCGCTTGCTGCAACT                              |                                                                         |
| Translocation                                        |                                                                 |                                                                                   |                                                                         |
| southern blot probe                                  | 1815<br>1816                                                    | CGTGCAATGACGAACACAC<br>CACCGCAATAATTGATGCTC                                       |                                                                         |
| Sequence characterization of rearrangement junctions |                                                                 |                                                                                   |                                                                         |
| chr1T left border                                    | hta6 no rearran F1<br>LBb1                                      | ATCTGCAGTTTAATTTAGTTCACCA<br>AGGATAACCAAGTGAATCCATTTTGC                           | 1st round amplification iPCR<br><br>2nd round amplification iPCR        |
| chr1T right border                                   | hta6 transloc R1<br>LBb1                                        | CAACGACGAAGCTTTGGCTC<br>GCGTGGACCGCTTGCTGCAACT                                    |                                                                         |
| chr5T left border                                    | H2A.W.6-TDNA-LP<br>LBb1                                         | AATCGCAAAACATGTAATGG<br>GCGTGGACCGCTTGCTGCAACT                                    |                                                                         |
| chr1 tanslocation left border (iPCR)                 | hta6 F2                                                         | TGTTCTCATTTTGGCCAATGATT                                                           |                                                                         |
|                                                      | hta6 R2                                                         | ATCCAAGTACAGACAGCCATCG                                                            |                                                                         |
|                                                      | hta6 F1                                                         | TGGCCAATGATTATCGGCTAC                                                             |                                                                         |
| chr1 translocation right border                      | hta6 R3                                                         | AGGATAACCAAGTGAATCCATTTTGC                                                        |                                                                         |
|                                                      | hta6 transloc F1<br>LBb1                                        | GGCCGATTCCCAAAATTAGC<br>GCGTGGACCGCTTGCTGCAACT                                    |                                                                         |
| CRISPR/Cas9                                          |                                                                 |                                                                                   |                                                                         |
| CRISPR/Cas9 guide RNA                                | HTA6 gRNA1-2F<br>HTA6 gRNA1-2R                                  | ATTGGTTTCGAAATCGATGAAAGC<br>AAACGCTTTCATCGATTTGCAAAAC                             | Annealed oligonucleotides for Bbs I insertion in the pEN-Chimera vector |
| screening for HTA6 mutations                         | 1871<br>1872                                                    | TCACAAATCTTCAACTTCGGAATA<br>CGTATCGTCTTTCTTCAGGA                                  | PCR amplification for sequencing                                        |

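The columns of this table follow the read pairs of each library from the sequencer to the reads that were counted, and the column that bears on gene counts is the last, after removal of PCR duplicates. Only part of these reads fall on annotated genes and TEs. In the reads recovered from the authors' deposited means, WT libraries A, B and C had at least 1 read on 23736, 24242 and 23091 of 29881 features. The libraries labelled h2a.w-2 had at least 1 read on 23877, 23916 and 23105 features.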

**Supplementary Table 3.** Total read counts and mapping statistics of RNA-seq data.

| sample         | PE reads sequenced | pass QC/filtering | align uniquely | align uniquely, PCR duplicates removed |
|----------------|--------------------|-------------------|----------------|----------------------------------------|
| WT rep #1      | 36 154 621         | 35 713 465        | 32 337 973     | 14 201 090                             |
| WT rep #2      | 28 381 071         | 27 895 725        | 25 525 526     | 9 881 399                              |
| WT rep #3      | 37 145 738         | 36 526 846        | 33 580 562     | 14 500 730                             |
| h2a.w-2 rep #1 | 31 790 016         | 31 287 974        | 28 555 127     | 13 051 555                             |
| h2a.w-2 rep #2 | 35 413 449         | 34 792 988        | 31 758 032     | 9 878 738                              |
| h2a.w-2 rep #3 | 33 221 095         | 32 794 067        | 29 983 389     | 13 162 519                             |

**Supplementary Table 4.** Total read counts and mapping statistics of ATAC-seq data.

| sample            | PE reads sequenced | pass QC/filtering | align uniquely | align uniquely, PCR duplicates removed |
|-------------------|--------------------|-------------------|----------------|----------------------------------------|
| WT rep #1         | 38 590 783         | 38 405 068        | 23 098 444     | 10 468 189                             |
| WT rep #2         | 55 673 712         | 55 401 220        | 32 329 479     | 14 349 096                             |
| h2a.w-2 rep #1    | 40 574 799         | 40 369 801        | 24 002 790     | 12 234 144                             |
| h2a.w-2 rep #2    | 40 122 757         | 39 946 855        | 24 044 620     | 11 671 421                             |
| h1 rep #1         | 73 135 956         | 72 401 577        | 40 674 759     | 16 717 663                             |
| h1 rep #2         | 38 030 217         | 37 846 268        | 22 949 557     | 12 364 826                             |
| h1 h2a.w-2 rep #1 | 39 586 172         | 39 384 818        | 23 393 315     | 11 883 424                             |
| h1 h2a.w-2 rep #2 | 36 944 619         | 36 770 899        | 21 885 131     | 11 020 020                             |

**Supplementary Table 5.** Total read counts and mapping statistics of BS-seq data.

|                        | PE reads sequenced | pass QC/filtering | align uniquely | align uniquely, PCR duplicates removed |
|------------------------|--------------------|-------------------|----------------|----------------------------------------|
| WT rep #1              | 34 007 928         | 33 902 872        | 22 747 873     | 18 491 516                             |
| WT rep #2              | 32 165 662         | 32 043 241        | 20 362 930     | 16 065 050                             |
| <i>h2a.w-2</i> rep #1  | 34 050 262         | 33 945 360        | 22 430 253     | 17 854 255                             |
| <i>h2a.w-2</i> rep #2  | 32 093 502         | 31 969 711        | 19 938 220     | 15 950 267                             |
| WT rep #3              | 143 006 865        | 142 462 588       | 110 631 899    | 91 322 705                             |
| WT rep #4              | 139 932 996        | 139 501 891       | 95 334 514     | 76 310 941                             |
| <i>h1</i> rep #1       | 127 354 430        | 126 863 199       | 78 756 889     | 63 005 125                             |
| <i>h1</i> rep #2       | 126 574 188        | 126 093 206       | 78 773 478     | 65 815 115                             |
| <i>h1 h2a.w</i> rep #1 | 134 798 590        | 134 302 531       | 82 011 595     | 66 521 520                             |
| <i>h1 h2a.w</i> rep #2 | 123 315 213        | 122 836 750       | 77 835 020     | 63 942 635                             |

**Supplementary Table 6.** Total read counts and mapping statistics of ChIP-seq data.

| genotype | antibody | replicate | sample                | PE reads<br>sequenced | pass QC/filtering | align uniquely | align uniquely,<br>PCR duplicates<br>removed |
|----------|----------|-----------|-----------------------|-----------------------|-------------------|----------------|----------------------------------------------|
| WT       | H1       | 1         | WT H1 rep1            | 18059253              | 18019659          | 14036214       | 12743771                                     |
| WT       | H1       | 2         | WT H1 rep2            | 35733897              | 35290905          | 27827834       | 24392726                                     |
| WT       | H2A      | 1         | WT H2A rep1           | 31230251              | 31151691          | 26140649       | 20958323                                     |
| WT       | H2A      | 2         | WT H2A rep2           | 17982412              | 17207724          | 14361165       | 12924478                                     |
| WT       | H2A.X    | 1         | WT H2A.X rep1         | 15629566              | 15435287          | 13285545       | 11574043                                     |
| WT       | H2A.X    | 2         | WT H2A.X rep2         | 12804074              | 11845502          | 10151612       | 9306136                                      |
| WT       | H2A.Z    | 1         | WT H2A.Z rep1         | 21052748              | 21033103          | 19940916       | 17747106                                     |
| WT       | H2A.Z    | 2         | WT H2A.Z rep2         | 25546975              | 24942044          | 23678196       | 20948729                                     |
| WT       | H3       | 1         | WT H3 rep1            | 17766125              | 17752129          | 14274871       | 13090605                                     |
| WT       | H3       | 2         | WT H3 rep2            | 32366387              | 31988521          | 26007638       | 23201032                                     |
| WT       | H3K27me1 | 1         | WT H3K27me1 rep1      | 28612351              | 28210715          | 18271872       | 13577539                                     |
| WT       | H3K27me1 | 2         | WT H3K27me1 rep2      | 19331994              | 16318507          | 10183947       | 8339032                                      |
| WT       | H3K9me1  | 1         | WT H3K9me1 rep1       | 19931216              | 19889606          | 13588202       | 11749541                                     |
| WT       | H3K9me1  | 2         | WT H3K9me1 rep2       | 28802444              | 28357626          | 19176612       | 16125231                                     |
| WT       | H3K9me2  | 1         | WT H3K9me2 rep1       | 11452267              | 10703834          | 5976783        | 4102263                                      |
| WT       | H3K9me2  | 2         | WT H3K9me2 rep2       | 8645986               | 4694581           | 2253810        | 1872079                                      |
| WT       | input    | 1         | WT input rep1         | 26239514              | 26226328          | 21088112       | 18113794                                     |
| WT       | input    | 2         | WT input rep2         | 26260379              | 25930142          | 21242190       | 18258221                                     |
| h2a.w-2  | H1       | 1         | h2a.w-2 H1 rep1       | 14062552              | 14032895          | 10469994       | 9477896                                      |
| h2a.w-2  | H1       | 2         | h2a.w-2 H1 rep2       | 27074404              | 26638350          | 20056301       | 17684994                                     |
| h2a.w-2  | H2A      | 1         | h2a.w-2 H2A rep1      | 28296510              | 28244375          | 21245010       | 17614648                                     |
| h2a.w-2  | H2A      | 2         | h2a.w-2 H2A rep2      | 19976756              | 18973675          | 14255164       | 12539325                                     |
| h2a.w-2  | H2A.X    | 1         | h2a.w-2 H2A.X rep1    | 26799783              | 26679591          | 19136370       | 15846497                                     |
| h2a.w-2  | H2A.X    | 2         | h2a.w-2 H2A.X rep2    | 16724550              | 15934522          | 11365928       | 9979999                                      |
| h2a.w-2  | H2A.Z    | 1         | h2a.w-2 H2A.Z rep1    | 25002697              | 24967989          | 23299297       | 20468667                                     |
| h2a.w-2  | H2A.Z    | 2         | h2a.w-2 H2A.Z rep2    | 22042538              | 21238200          | 19816893       | 17837550                                     |
| h2a.w-2  | H3       | 1         | h2a.w-2 H3 rep1       | 15299993              | 15286081          | 11872925       | 10380528                                     |
| h2a.w-2  | H3       | 2         | h2a.w-2 H3 rep2       | 27108223              | 26770710          | 21114372       | 18879384                                     |
| h2a.w-2  | H3K27me1 | 1         | h2a.w-2 H3K27me1 rep1 | 26918379              | 26867093          | 16289178       | 11881435                                     |
| h2a.w-2  | H3K27me1 | 2         | h2a.w-2 H3K27me1 rep2 | 21084530              | 17782880          | 10551938       | 8402490                                      |
| h2a.w-2  | H3K9me1  | 1         | h2a.w-2 H3K9me1 rep1  | 12185166              | 12164444          | 8119754        | 7107167                                      |
| h2a.w-2  | H3K9me1  | 2         | h2a.w-2 H3K9me1 rep2  | 19859654              | 19569388          | 12696388       | 10757102                                     |
| h2a.w-2  | H3K9me2  | 1         | h2a.w-2 H3K9me2 rep1  | 12903492              | 12775666          | 6135482        | 4211550                                      |
| h2a.w-2  | H3K9me2  | 2         | h2a.w-2 H3K9me2 rep2  | 12597300              | 7129708           | 2850112        | 2271449                                      |
| h2a.w-2  | input    | 1         | h2a.w-2 input rep1    | 26683510              | 26649025          | 21203377       | 18196541                                     |
| h2a.w-2  | input    | 2         | h2a.w-2 input rep2    | 14603694              | 14206285          | 11301655       | 10035176                                     |

### Supplementary References

1. Yelagandula, R. *et al.* The histone variant H2A.W defines heterochromatin and promotes chromatin condensation in arabidopsis. *Cell* **158**, 98–109 (2014).
2. Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* **15**, 550 (2014).
3. Hale, C. J. *et al.* Identification of Multiple Proteins Coupling Transcriptional Gene Silencing to Genome Stability in *Arabidopsis thaliana*. *PLoS Genet.* **12**, 1–20 (2016).
4. Potok, M. E. *et al.* Arabidopsis SWR1-associated protein methyl-CpG-binding domain 9 is required for histone H2A.Z deposition. *Nat. Commun.* **10**, 3352 (2019).

# Supplementary material for: The histone variant H2A.W and linker histone H1 co-regulate heterochromatin accessibility and DNA methylation
**Source:** Nat Commun. 2021 May 11;12:2683. doi: 10.1038/s41467-021-22993-5
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Microscope images were collected with ZEN software on a Zeiss Axio Imager Z.1 epifluorescence microscope

Data analysis

The following open source softwares were used:

- R v.3.4.0
- Python 2.7.13
- Trim Galore v.0.5.0
- STAR v.2.7.0a
- htseq-count (HTSeq package v.0.11.2)
- Picard standalone version of Markduplicates (v.1.121)
- DESeq2 v.1.22.2
- bowtie2 v.2.3.4.3 (ChIP-seq and ATAC-seq)
- Genrich v.0.5
- methylpy v.1.4.3
- deeptools v.3.3.0
- BD FACSDiva 8
- ImageJ 1.49v

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Data supporting the findings of this work are available within the paper and its Supplementary Information files. A reporting summary for this Article is available as a Supplementary Information file. The datasets and plant materials generated and analyzed during the current study are available from the corresponding author upon request. High throughput sequencing data has been deposited in the Gene Expression Omnibus (GEO) database and can be accessed with the accession number GSE146948 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE146948>]. The source data underlying Figures 1b, 1d, 4a, and 5a, as well as Supplementary Figures 1b, 1c, 5a, 6c and 7b are provided as a Source Data file.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No sample size calculation was performed. Sample sizes were determined based on similar experiments in previous publications. For RNA-Seq, three replicates were used, a standard number in the field. For BS-seq and ChIP-Seq assay, two replicates were used. High degree of overlap/agreement was seen between the replicates. For ATAC-Seq, two replicates were used as these also showed a high degree of overlap. |
| Data exclusions | No data were excluded from the analysis.                                                                                                                                                                                                                                                                                                                                                                                |
| Replication     | Two replicates were generated for ChIP-seq and BS-seq and ATAC-seq, and three for RNA-seq. Replicates were highly similar. Other experiments were reproduced in several independent experiments or several biological replicates with technical repeats, as indicated in the figure legends.                                                                                                                            |
| Randomization   | Seedlings were grown on one or several trays and individuals with the same genetic background were randomly collected to constitute the relevant groups for each replicate.                                                                                                                                                                                                                                             |
| Blinding        | Blinding is not possible since the investigators who analyzed the data also performed the experiments.                                                                                                                                                                                                                                                                                                                  |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                |
|-------------------------------------|------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data               |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

Antibodies used

Antibodies used for western: H2A.W.6, H2A, H2A.X, H2A.Z, H2A.W.7, and yH2A.X antibodies were generated in our lab for previously published studies. H2A.W and H1 antibodies were generated in this study. More details can be found in methods section.

Antibodies used for ChIP experiments: H2A, H2A.X and H2A.Z antibodies were generated in our lab for previously published studies. H3 (ab1791 Abcam), H3K9me1 (ab8896/Abcam), H3K9me2(ab1220/Abcam), H3K27me1 (17-643/Millipore) and H1 (AS111801/Agrisera) were obtained from commercial sources.

## Validation

H2A variants and H1 antibodies were validated by genetic deletion of epitope-encoding gene

H2A.W: This study, supplementary figure 1c

H2A, H2A.X, H2A.Z and H2A.W.6: Yelagandula et al. (2014) / <https://doi.org/10.1016/j.cell.2014.06.006>

H2A.W.7 and yH2A.X: Lorkovic et al. (2017) / <https://doi.org/10.1016/j.cub.2017.03.002>

H1 used for ChIP: The manufacturer states it reacts with Arabidopsis thaliana. First validation: She et al. (2013) / <https://doi.org/10.1242/dev.095034>. Validation for ChIP: Wollmann et al. (2017) / <https://doi.org/10.1186/s13059-017-1221-3>

H1 used for western blot: <https://doi.org/10.1038/s41556-021-00658-1>

H3(ab1791/Abcam): The manufacturer states it is applicable to western blot and ChIP in many species including Arabidopsis thaliana

H3K9me1(ab8896/Abcam): The manufacturer states it is ChIP-grade. Validation for Arabidopsis: <https://doi.org/10.1111/j.1365-313X.2010.04400.x>

H3K9me2(ab1220/Abcam): The manufacturer states it is a ChIP-grade antibody and works with many species including Arabidopsis thaliana

H3K27me1(17-643/Millipore): The manufacturer states it is ChIP-grade. Validation for Arabidopsis: <https://doi.org/10.1038/s41556-020-0515-y>

## ChIP-seq

## Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

*May remain private before publication.*

Raw and processed data were deposited in GEO with accession number GSE146948.

## Files in database submission

For all datasets: raw reads in fastq format. For RNA-seq, we additionally provide the output of DESeq2 analysis, including adjusted p-values, estimated log2fc, etc. 

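These tables hold means over the 3 libraries of a genotype and no value of a single library. In the authors' deposited table for h2a.w-2, 4 features have a log2 fold change but no p-value, and in the table for h2a.w-1 there are 6. The size factors were estimated separately in each table. The factor recovered for WT library A was 1.22 in the table for h2a.w-2 and 1.16 in the table for h2a.w-1, so that normalized counts were compared only within a table.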

For ATAC-seq and ChIP-seq, we also provide coverage tracks as bigWig files. For BS-seq, we provided per-position methylation data.

## Genome browser session

(e.g. [UCSC](#))

no longer applicable

## Methodology

## Replicates

RNA-seq experiments were performed in triplicate, ATAC-seq in duplicate and ChIP-seq and BS-seq in duplicate. There was good agreement between all replicates.

## Sequencing depth

Reads obtained and mapping statistics are available in Supplementary Table 3. RNA-seq and ATAC-seq data were 75bp PE, ChIP-seq were 75 bp SE, and BS-seq were either 100 bp or 150 bp PE.

## Antibodies

Antibodies used for ChIP experiments: H2A, H2A.X and H2A.Z antibodies were generated in our lab for previously published studies. H3 (ab1791 Abcam), H3K9me1 (ab8896/Abcam), H3K9me2(ab1220/Abcam), H3K27me1 (17-643/Millipore) and H1 (AS111801/Agrisera) were obtained from commercial sources.

## Peak calling parameters

Peak calling was not used in our analysis.

## Data quality

We observed good library mapping rates and agreement between replicates.

## Software

ChIP-seq data were aligned using bowtie2 v.2.3.4.3, and coverage tracks were generated using deeptools v.3.3.0.

## Flow Cytometry

## Plots

Confirm that:

☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).

☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).

☒ All plots are contour plots with outliers or pseudocolor plots.

☐ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

## Sample preparation

Briefly, 0.5 g of freshly collected 10-day old seedlings were chopped in 4 ml of pre-chilled lysis buffer (15 mM Tris-HCl pH 7.5, 20 mM NaCl, 80 mM KCl, 0.5 mM spermine, 5mM  $\beta$ -mercaptoethanol, 0.2% Triton X-100). After chopping, the suspension was filtered through a 40  $\mu$ M filter. Nuclei were further enriched using a sucrose gradient. Enriched nuclei were resuspended in 0.5

ml of pre-cooled lysis buffer with 4,6-Diamidino-2-Phenylindole (DAPI) and incubated for 15 min. DAPI stained nuclei were FACS analyzed.

Instrument

FACS Aria III (BD Biosciences)

Software

BD FACSDiva 8. For generating illustration in supplementary fig 4, FCS Express 7 (free demo version)/De Nova software is used.

Cell population abundance

Nuclei isolated from Arabidopsis seedlings. Nuclei suspension also contains chloroplasts.

Gating strategy

Nuclei were gated for shape (Area FSC-Area SSC), doublets (Area FSC-Height FSC). Based on DAPI signal intensity nuclei content was determined.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

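RNA-seq was the only experiment with values analysed here. It covers 10-day-old seedlings of WT, h2a.w-1 and h2a.w-2, with 3 libraries each. Samples were assigned to genotypes by their labels, and Supplementary Table 3 lists the WT and h2a.w-2 libraries. The ChIP-seq, ATAC-seq and BS-seq samples were not used here.

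According to the methods, the authors trimmed the reads with Trim Galore, aligned them to TAIR10 with STAR, discarded reads that aligned equally well to more than 1 position and removed probable PCR duplicates with MarkDuplicates. The authors counted reads on the genes and TEs of Araport11 with htseq-count, treated TEs that overlap strongly with a TE gene as that TE gene, and compared genotypes with DESeq2. The paper's text does not name the strand option of the counting, so genes that overlap on opposite strands, such as HTA12 and AT5G02570, may share reads. The mean normalized counts deposited by the authors are a signal, namely read counts divided by size factors and averaged over the libraries of a genotype. The log2 fold changes and their standard errors are those deposited by the authors. The Wald statistic in the deposited tables is a score, the log2 fold change divided by its standard error. The p-values and adjusted p-values were deposited by the authors from the same test, and features with few reads have no adjusted p-value. Size factors were set separately in the table of each mutant, so normalized counts were compared only within a table. Reads from identical copies of a TE were discarded by the authors, which lowers the counts of TEs with such copies.

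The main counts of differentially expressed features are those of the authors' deposited tables, at an adjusted p-value under 0.05 and an absolute log2 fold change above 1. A count test on counts of single libraries had been planned for the case that such counts were at hand, and was not run because the deposited values are means and comparisons. All 26870 gene identifiers were found in the RefSeq gene table of the TAIR10.1 assembly, from which symbols, positions and gene classes were taken, while the paper used TAIR10. The elements of Supplementary Table 1 were used at the positions the paper prints. TE genes were taken as the 1324 loci that RefSeq lists as pseudogenes, a choice made here. Pseudogenes that are not TE genes were not separated from them. The 368 loci that it lists as transcribed pseudogenes were counted among the other genes.

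Whole reads of each library were recovered from the group means. The values shared by many features with a single read gave the worth of 1 read in each library, and every combination of whole reads was then tried for group means up to 12000. Exactly 1 combination was found in all 9 libraries for 29881 of 29961 features (99.7%), which hold 89.5% of the summed mean normalized counts in WT, 88.4% in h2a.w-1 and 89.7% in the libraries labelled h2a.w-2. The WT reads of 29938 features came out the same from both tables. On simulated means, the right reads were found for 2000 of 2000 features. Because the columns carry no replicate numbers, libraries were named A, B and C by decreasing size factor. The recovered reads per library ranged from 5812579 to 9391308. A group in which no library exceeds 3 reads was treated as at the floor, and folds against it are lower bounds. The reads carry no molecular identifiers, so these floors cover counting error only.

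A second model, limma voom, was fitted to the recovered reads of features with a mean normalized count of at least 10, with the same thresholds. It used the size factors recovered from each table, and for h2a.w-2 against h2a.w-1, which no deposited table compares, size factors computed as median ratios. On simulated reads, limma voom called 198 of 200 changed features and 10 unchanged ones among 19608 features. The thresholds applied to simulated log2 fold changes called 192 of 200 changed features and 4 unchanged ones among 21483 features. In simulated values of 19093 genes with 30 neighbouring genes lowered, the search for segments found all 30.

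The 13 genes of Supplementary Fig. 7c were set against 10000 random lists of PCGs matched on mean expression in 20 bins. The region of Supplementary Table 1 was set against all runs of as many consecutive tested PCGs that do not touch chromosome 1 beyond 20 Mb. Segments with a common change were searched among runs of 3 to 400 consecutive PCGs with a mean normalized count of at least 10, on log2 fold changes limited to 2 either way, and compared with 1000 shuffles of the gene order. The most raised run of chromosome 1 in h2a.w-1 was searched separately, among runs of any number of genes and without shuffles. A single value in 3 libraries against 3 was compared by a two-sided exact permutation test, whose smallest p-value is 0.1.

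Genes were named by a rule. It covers every gene the paper names as a target, control or measured transcript, the 13 genes of Supplementary Fig. 7c, every TE gene or TE called in a table, and the 3 PCGs with the largest increase and the 3 with the largest decrease among those called with a mean normalized count of at least 10. The text does not name every control gene and every gene of Supplementary Fig. 7c that the rule covers, and which of these it names was chosen after their values were seen. Other features named in the text were chosen after their values were seen. H1.1 and H1.2 were found by their peptides. The values of 1 gene of Supplementary Fig. 7c are not reported here on their own. The alternatives were other thresholds on the fold change and the adjusted p-value, the adjustment over every feature with a p-value, a minimum mean normalized count, a test against an absolute log2 fold change of 1, centred log2 fold changes, other matching of the random lists, other extents of the chromosome 1 region, and limma voom with all libraries and with each left out. The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0, Biopython 1.88 and matplotlib 3.10.9, BLAST 2.17.0, and R 4.3.3 with limma 3.58.1.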

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

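The tests of library size, of the most abundant features, of the chromosome 1 region, of shuffled gene orders, of single libraries in the chromosome 3 segment and of a difference in copy number were chosen only after the results were seen.

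The paper does not report the comparison of the deposited h2a.w-1 libraries with WT. The authors' deposited table has 348 upregulated and 757 downregulated PCGs in h2a.w-1, 5.52% of the 20032 PCGs with an adjusted p-value, at the thresholds that give 78 and 52 in the libraries labelled h2a.w-2. HTA6 had 65, 54 and 42 reads in h2a.w-1 libraries A, B and C, HTA7 had 96, 84 and 82 reads, and HTA12 had 19 reads in each, all under the WT libraries. limma voom on the recovered reads called 312 upregulated and 616 downregulated PCGs in h2a.w-1, and the smallest total with 1 library left out was 620. Only the real one (1 of 10) of the splits of the 6 libraries into groups of 3 gave as many. The other splits gave 0 each, with 125 to 851 PCGs at an unadjusted p-value under 0.05 where the real split gave 6404. Splits that mix the genotypes carry the difference between them within their groups, and 10 splits cannot give a share under 0.1, so this count cannot decide, and by it an accidental difference between the 2 sets of libraries cannot be told apart from an effect of the genotype. Taking off the median of each bin of GC content and gene length moved PCGs by at most 0.20 (log2), where a call needs an absolute log2 fold change above 1, so most calls had to be left after it, and that 89.3% were left says little about GC content and length. With every library thinned to the reads of the smallest, 89.1% of limma voom's calls were left. The 20 features with the largest means held 4.62% of the normalized counts in WT and 5.19% in h2a.w-1, a difference of 0.573 percentage points. Called genes were 0.979 times as frequent in the chromosome 1 region of Supplementary Table 1, with 21 of 389 genes, as among all PCGs tested, so the calls are not concentrated there. That the h2a.w-1 genotype changes these genes is a hypothesis, and batches of growth or sequencing were not analysed here.

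The mutants also differed from each other. By limma voom, 1099 PCGs differed between the libraries labelled h2a.w-2 and the h2a.w-1 libraries, of which 738 were higher and 361 lower in the former. This direction rests on libraries of which 1, library B labelled h2a.w-2, goes against its label at HTA12. Without that library, 694 PCGs were higher and 424 lower, so that more were higher with it and without it. With each of the 6 libraries left out in turn, 552 to 1118 PCGs differed. Among the 10 splits of these 6 libraries, 1 of 10, the real one, gave as many. The others gave 0, with 84 to 815 PCGs at an unadjusted p-value under 0.05 where the real split gave 5849. A chance difference between the libraries is again not excluded by 10 splits, and GC content, gene length and library size were not tested for this comparison.

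A segment of chromosome 3 that the paper does not discuss was lower in both mutants. The run of consecutive PCGs with the largest standardized mean was on chromosome 3 in each table, with 29 genes and a standardized mean of 8.73 in h2a.w-1 and 27 genes and 12.7 in the libraries labelled h2a.w-2. The part common to both runs covers 21466919 to 21628569 in TAIR10.1 (162 kb) and holds 26 PCGs, from AT3G57980 to AT3G58470, named after their values were seen. The median of their log2 fold changes in the authors' deposited tables was -0.92 in h2a.w-1 and -0.95 in the libraries labelled h2a.w-2, with 26 of 26 genes under 0 in each. Genes of the segment are 11 of the 757 PCGs downregulated in h2a.w-1 and 9 of the 52 downregulated in the libraries labelled h2a.w-2. Of 1000 shuffled gene orders, 0% gave as large a standardized mean in either table, and the largest were 6.91 and 8.54. In the recovered reads, the median level of the 26 genes was 98.0% to 104% of the WT mean in the WT libraries, 50.9% to 53.0% in the h2a.w-1 libraries and 49.3% to 53.4% in the libraries labelled h2a.w-2. The lowest WT library was 44.6 percentage points above the highest mutant library, so no single library makes the pattern. The WT libraries are the same in both comparisons. A near-identical copy elsewhere was found for 2 of the 26 genes, so reads shared between paralogs do not explain the rest. The correction for GC content and gene length moved PCGs by at most 0.20 (log2) in h2a.w-1 and 0.16 in the libraries labelled h2a.w-2 and hardly moved the segment, where the median nearer to 0 was then -0.93, so it says little about the segment. A candidate explanation is a difference in copy number between WT and mutant plants. All genes would then share 1 log2 fold change, with a weighted sum of squares around it per degree of freedom of at most 1.5. It was 0.716 in the libraries labelled h2a.w-2 and 3.18 in h2a.w-1, but 1.68 and 5.28 over all PCGs, so that this test cannot decide, and the pattern cannot be told apart from a difference in copy number. A homozygous loss of a single-copy segment in the mutants would leave almost no reads from it. The mutant libraries kept 49.3% to 53.4% of the WT mean, which argues against such a loss. Whether WT would have more copies, or the mutants would have lost only some of theirs, cannot be told. The paper states that both mutants carry hta7 and hta12, and that the segment was inherited with one of these lines is a hypothesis not tested here.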

How the results depend on the processing

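The thresholds and 80 alternatives were set before the data were examined. Of these 80, 57 left the result where it was, 21 moved a count by more than 1.5 times or the place of a run of genes, 1 moved a value past its threshold and 1 reversed a sign. Of 17 alternatives chosen after the data were seen, 10 left the result where it was, 6 moved it and 1 reversed it. These 17 are limma voom with all libraries, other settings for the chromosome 3 segment and other settings for the reads on TEs. The 54 results with 1 library left out, also chosen after the data were seen, all use limma voom. Of these 54, 14 left the result where it was and 40 moved it. Several of these counts also moved in limma voom with all libraries, so such a move is not owed to the library alone.

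Without a fold change threshold, the libraries labelled h2a.w-2 had 126 upregulated and 97 downregulated PCGs in place of 78 and 52, h2a.w-1 had 1857 and 1769 in place of 348 and 757, and 78 genes in place of 35 changed the same way in both. Tested against an absolute log2 fold change of 1, the libraries labelled h2a.w-2 had 2 upregulated PCGs and 1 downregulated PCG, 1 TE gene in place of 7 and 2 other genes in place of 7, and h2a.w-1 had 40 and 52 PCGs and 0 upregulated TE genes in place of 5, where 25 TE genes had an unadjusted p-value under 0.05 in the test against 0. At an adjusted p-value under 0.01, 30 PCGs were downregulated in the libraries labelled h2a.w-2 and 3 TE genes upregulated in h2a.w-1. At 0.1, 11 other genes changed in the former and 8 TE genes rose in the latter. With the adjustment over every feature, 3 TE genes rose in h2a.w-1. With a mean normalized count of at least 10, 4 TE genes rose in the libraries labelled h2a.w-2 and 3 in h2a.w-1. Centred log2 fold changes, which shift all values by the PCG medians of -0.0095 in h2a.w-1 and 0.0017 in the libraries labelled h2a.w-2, gave 360 and 741 PCGs in the former and 78 and 53 in the latter.

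limma voom called 2 upregulated and 3 downregulated PCGs, 0 TE genes (13 at an unadjusted p-value under 0.05), 2 TEs and 1 other gene in the libraries labelled h2a.w-2, 3 upregulated TE genes in h2a.w-1, and 6 genes the same way in both mutants. Across the 6 fits that each left out one library, it called 1 to 4 upregulated and 1 to 3 downregulated PCGs, 0 TE genes, 0 to 2 TEs and 1 other gene in the libraries labelled h2a.w-2. In h2a.w-1, these fits called 254 to 373 upregulated and 340 to 763 downregulated PCGs and 1 to 3 TE genes, and between the mutants 552 to 1118 PCGs in place of 1099. Without a fold change threshold, limma voom gave 6 PCGs in the libraries labelled h2a.w-2 and 3546 in h2a.w-1. Of the PCGs upregulated and downregulated in the authors' deposited table for h2a.w-2, limma voom gave the same direction for 77 of 77 and 51 of 51 that it tested and called 2 and 3. The recovered reads give back the deposited means, so the shared direction is no independent evidence. The cause of the difference in calls was not tested. On simulated reads of 3 libraries against 3, limma voom called 198 of 200 changed features. Every simulated change was above the fold change threshold, and the same spread between libraries was used for all features. The simulation therefore cannot tell whether 3 libraries per group were too few for the real changes.

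In the chromosome 1 region, the mean in place of the median in the libraries labelled h2a.w-2 was 0.037, at percentile 99.4 (2-sided share 0.012), and over 5 Mb around its middle the median was -0.00062 in place of 0.0080. The most raised run of chromosome 1 in h2a.w-1 was elsewhere on the chromosome and 19.7 kb long with a mean normalized count of at least 50, and elsewhere again and 16.1 kb long with log2 fold changes limited to 1, in place of 3.49 kb. Reads on TEs in h2a.w-1 over WT went from -0.02 (log2) to 0.0025 without the called elements. The cause was not tested in these cases. The median of the DNA damage genes stayed between -0.18 and -0.19, the correlation between the mutants between 0.18 and 0.25, and the median of the chromosome 3 segment between -0.92 and -0.95 under the alternatives run on them.

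No paired analysis was possible because the columns of the tables carry no replicate numbers, so that no pair or block of libraries was formed. The results for TE genes and TEs are limited to those with enough reads to be tested. In the authors' deposited table for h2a.w-2, 139 of 1324 TE genes and 217 of 3091 TEs had an adjusted p-value. Whether sequencing depth, discarded reads or low transcription left the others with few reads was not tested.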

Other observations

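The tests of HTA7, of the neighbours of HTA12, of AT5G02570 and of other H2A genes for the HTA12 pattern, and the test of low expression for the genes near the centromeres, were chosen only after the results were seen.

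HTA12 was at 107% of the WT mean in library B labelled h2a.w-2, and at 26.9% and 25.7% in libraries A and C. Wild-type plants or RNA in that library are not a full explanation, because HTA7 was at 11.3% of its WT mean there. Of 200 PCGs of similar mean, 2.5% had as wide a range between the 3 libraries as HTA12, where the highest was 4.17 times the lowest. The 10 neighbouring expressed genes had a median ratio of 1.01 in library B to the other libraries. The overlapping antisense gene AT5G02570 had a ratio of 1.19, with 31, 31 and 15 reads in libraries A, B and C labelled h2a.w-2 and 4, 10 and 11 reads in WT. Of genes elsewhere, 0 match the HTA12 transcript at 95% identity over 75 bases, and the highest identity was 84.0%. A candidate explanation that was not tested is that the plants of library B carried a transcribed HTA12 allele.

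The paper describes increased coverage of a region of chromosome 1 in published h2a.w-1 data, and more CMT3 mRNA in h2a.w-1 plants with additional copies by RT-qPCR. From the first to the last element of Supplementary Table 1, chromosome 1 from 24604957 to 26781652, the median log2 fold change of 389 PCGs in the authors' deposited table was -0.03 in the h2a.w-1 libraries analysed here, at percentile 29.1 among 16054 runs of as many consecutive genes. In the libraries labelled h2a.w-2 it was 0.0080 over 406 PCGs, at percentile 70.7 among 16394 runs. The most raised run of PCGs on chromosome 1 in h2a.w-1 lay outside this region, from 17382998 to 17386485, and held 2 genes. CMT3 (AT1G69770, chromosome 1 from 26248118 to 26253687) had 325, 398 and 266 reads in WT libraries A, B and C, 444, 389 and 298 reads in the h2a.w-1 libraries, and 346, 319 and 132 reads in the libraries labelled h2a.w-2. The authors' deposited tables give a log2 fold change of 0.23 (standard error 0.15, DESeq2's adjusted p = 0.347) in h2a.w-1 and -0.21 (standard error 0.23, adjusted p = 0.802) in the libraries labelled h2a.w-2. With centred log2 fold changes, the adjusted p-values were 0.321 and 0.799. If reads followed gene dosage, doubled dosage would raise the whole region in h2a.w-1. Its median of -0.03 over 389 PCGs, and of -0.0040 over 1007 PCGs in 5 Mb around its middle, argue against doubled dosage in these libraries. Which plant phenotype the h2a.w-1 libraries came from was not analysed here.

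In the authors' deposited tables, 35 genes changed in the same direction in both mutants, 15 up and 20 down, and 7 in opposite directions, among 20635 genes tested in both (odds ratio 7.98, Fisher's exact test, p = 7.08e-21). The 20 include HTA6 and HTA7, which are disrupted in both mutants. The overlap was not counted again without them or without the genes of the chromosome 3 segment. Across 19987 PCGs, the log2 fold changes in the mutants had a Pearson correlation of 0.25 and a Spearman correlation of 0.22. Genes are not independent replicates and the WT libraries are shared, so these values describe the tables and do not test the genotypes. In h2a.w-1, 5 TE genes and 4 TEs were upregulated and 3 TE genes and 7 TEs downregulated in the authors' deposited table. Those upregulated were AT1G25430, SADHU3-2, AT4G04293, AT5G28335, AT5G34800, AT3TE51150, AT3TE53215, AT4TE33010 and AT5TE29590, and those downregulated were AT1G43590, AT2G04460, AT5G35777, AT1TE54100, AT2TE07145, AT2TE12755, AT2TE50950, AT5TE36475, AT5TE49855 and AT5TE80015. Reads on TEs made up 1363 ± 103 of every 1000000 recovered reads (SD, n = 3) in h2a.w-1 and 1380 ± 91.9 (SD, n = 3) in WT (two-sided exact permutation test, p = 1). The TE genes SADHU3-2 and AT5G28335 and the TE AT3TE51150 were upregulated in both of the authors' deposited tables. The largest increases among PCGs in h2a.w-1 were those of AT3G01345, with 1, 2 and 0 reads in WT and 783, 613 and 685 reads in h2a.w-1, at least 234-fold higher, AT2G30766, with 0 reads in each WT library and 24, 52 and 115 reads, at least 23.1-fold higher, and MRD1, with 463, 397 and 363 reads in h2a.w-1, at least 137-fold higher. AT3G01345 had 3, 4 and 2 reads in the libraries labelled h2a.w-2. The largest decreases were those of HTA6, of RRTF1, with 20, 61 and 1 reads in WT and 0 reads in each h2a.w-1 library, at least 7.91-fold lower, and of SRO4, with 35, 9 and 19 reads in WT and 0, 2 and 0 reads, at least 6.78-fold lower. RRTF1 also differed widely between the libraries labelled h2a.w-2, with 12, 319 and 2 reads.

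Among the other H2A genes, HTA1 and HTA5 were higher in h2a.w-1 in the authors' deposited table, with log2 fold changes of 0.51 (standard error 0.16, DESeq2's adjusted p = 0.0143) and 0.50 (standard error 0.13, adjusted p = 0.00128). For the libraries labelled h2a.w-2, the authors' deposited table gives 0.45 (standard error 0.19, adjusted p = 0.341) and 0.18 (standard error 0.13, adjusted p = 0.668). Compared directly by limma voom, the libraries labelled h2a.w-2 and the h2a.w-1 libraries had log2 differences of -0.07 for HTA1 (adjusted p = 0.779) and -0.31 for HTA5 (adjusted p = 0.147). The linker histone genes H1.1 (AT1G06760) and H1.2 (AT2G30620) had log2 fold changes of 0.20 and 0.21 in the libraries labelled h2a.w-2 in the authors' deposited table, with adjusted p-values of 0.627 and 0.633. Of the transcripts in Supplementary Fig. 5c, AT5G03350, AT5G38005 and AT5G35935 had log2 fold changes of 1.72, 1.59 and 1.45 in the libraries labelled h2a.w-2 in the authors' deposited table (standard errors 0.45, 0.40 and 0.33, DESeq2's adjusted p = 0.0182, 0.0114 and 0.00202), and of 1.80, 1.06 and -0.57 in h2a.w-1 (standard errors 0.38, 0.50 and 0.47, adjusted p = 4.48e-05, 0.140 and 0.484).

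For the libraries labelled h2a.w-2, the real split of the 6 libraries was the 1 of 10 that gave as many PCGs by limma voom as the 5 it called, and the most from another split was 1. As 10 splits cannot give a share under 0.1, this does not exclude an accidental difference. The 8 features of all classes called by limma voom were MRD1, QQS, AT2G01422, AT2TE27645 and AT3TE51150, which rose, and HTA6, HTA7 and AT3G58180, which fell. QQS, AT2G01422 and AT3G58180 are named after their values were seen. Beside the chromosome 3 segment, 3 further runs of PCGs in the libraries labelled h2a.w-2 had standardized means of 7.43, 7.39 and 6.98, above the 95th percentile of shuffled gene orders (6.75) but under their largest value (8.54). They are AT4G25470 to AT4G25490, AT4G12470 to AT4G12500 and AT1G26380 to AT1G26420, with median log2 fold changes of 2.29, 1.86 and 1.76, and of 0.51, 0.21 and -0.37 in h2a.w-1. No explanation was tested for these runs.

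PCGs near the centromeres, taken as those in 1 Mb windows in which at least 50% of the genes are pseudogenes, were slightly higher in both mutants. In h2a.w-1, the median log2 fold change of 192 such genes was 0.10 in the authors' deposited table, at percentile 99.99 among random lists matched on mean expression, whose central 95% ran from -0.07 to 0.05. In the libraries labelled h2a.w-2, the median of 200 such genes was 0.07 in the authors' deposited table, at percentile 99.62, with a central 95% from -0.05 to 0.05. Low expression is thus not a full explanation. After correction for GC content and gene length the percentiles were 100 and 99.92. The lowest mutant library was above the highest WT library by 0.053 (log2) in h2a.w-1 and by 0.033 in the libraries labelled h2a.w-2. With 3 libraries against 3 this separation cannot be told apart from variation between libraries, and both comparisons share the WT libraries. That PCGs close to heterochromatin may be slightly more transcribed without H2A.W is a hypothesis found and tested on the same data.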
